# Epigenetic divergence during early stages of speciation in an African crater lake cichlid fish

**DOI:** 10.1038/s41559-022-01894-w

**Published:** 2022-10-20

**Authors:** Grégoire Vernaz, Alan G. Hudson, M. Emília Santos, Bettina Fischer, Madeleine Carruthers, Asilatu H. Shechonge, Nestory P. Gabagambi, Alexandra M. Tyers, Benjamin P. Ngatunga, Milan Malinsky, Richard Durbin, George F. Turner, Martin J. Genner, Eric A. Miska

**Keywords:** Epigenomics, Evolutionary ecology, Evolutionary genetics, Epigenetics

## Abstract

Epigenetic variation can alter transcription and promote phenotypic divergence between populations facing different environmental challenges. Here, we assess the epigenetic basis of diversification during the early stages of speciation. Specifically, we focus on the extent and functional relevance of DNA methylome divergence in the very young radiation of *Astatotilapia calliptera* in crater Lake Masoko, southern Tanzania. Our study focuses on two lake ecomorphs that diverged approximately 1,000 years ago and a population in the nearby river from which they separated approximately 10,000 years ago. The two lake ecomorphs show no fixed genetic differentiation, yet are characterized by different morphologies, depth preferences and diets. We report extensive genome-wide methylome divergence between the two lake ecomorphs, and between the lake and river populations, linked to key biological processes and associated with altered transcriptional activity of ecologically relevant genes. Such genes differing between lake ecomorphs include those involved in steroid metabolism, hemoglobin composition and erythropoiesis, consistent with their divergent habitat occupancy. Using a common-garden experiment, we found that global methylation profiles are often rapidly remodeled across generations but ecomorph-specific differences can be inherited. Collectively, our study suggests an epigenetic contribution to the early stages of vertebrate speciation.

## Abstract (web summary)

Analysis of the DNA methylomes of two ecomorphs of *Astatotilapia calliptera* from a single lake, which diverged about 1,000 years ago plus a third riverine ecomorph, from which they likely separated about 10,000 years ago, shows epigenetic differences associated with altered transcriptional activity of ecologically relevant genes, despite low levels of genetic divergence.

## Main

The genomic basis of adaptive phenotypic diversification and speciation has been extensively studied but many questions remain^1–3^. Recent studies in plants and animals provided initial evidence for a contribution of heritable epigenetic divergence to functional phenotypic traits^1,4–14^, including DNA methylation, non-coding RNAs and histone posttranscriptional modifications. However, whether epigenetic processes, and in particular DNA methylation, facilitate adaptive diversification, especially during the early stages of speciation, is unknown.

To investigate the potential role of epigenetic processes during vertebrate speciation, we focused on the incipient *Astatotilapia* radiation in crater Lake Masoko, southern Tanzania, which is within the Lake Malawi catchment (Fig. 1a and Extended Data Fig. 1a–c)^15^. The two *Astatotilapia* ecomorphs present are characterized by different depth preferences, male breeding colors, morphology and diets^15,16^. Specifically, the littoral ecomorph (yellow males) occupies the well-oxygenated shallow waters (≤5 m) and has a diet of littoral macroinvertebrates, while the benthic ecomorph (blue males) thrives in deeper (20–30 m), less oxygenated, dimly lit habitats of the lake and has a zooplankton-rich diet (Fig. 1b–d and Extended Data Fig. 1c)^17^. Previous genome-level sequencing revealed overall very low sequence divergence (fixation index, *F*_ST_ = 0.038) between the ecomorph pair^16^ and suggests that the colonization and adaptation to the benthic habitat from littoral fish took place approximately 1,000 years ago (200–350 generations)^16^. Additionally, elevated genetic differentiation (*F*_ST_ > 0.3) has been found in 98 genomic regions (highly diverged regions [HDRs]), which were enriched for functional targets of divergent selection related to vision, morphogenesis and hormone signalling^2,16^. More recent work revealed the presence of ‘hybrid’ individuals of varying levels of admixture^18^, demonstrating incomplete reproductive isolation, and consistent with these ecomorphs being in the early stages of divergence.

**Fig. 1:**
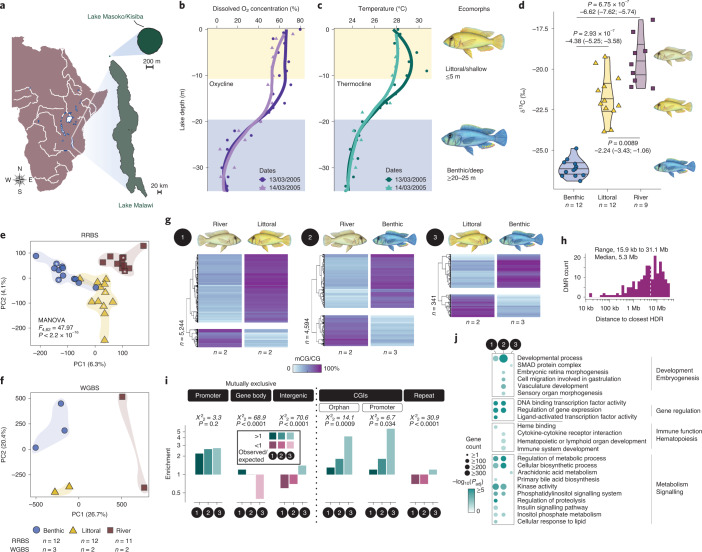
Whole-genome DNA methylation landscape of the *Astatotilapia* cichlid radiation in Lake Masoko. **a**, Map of Lake Masoko/Kisiba, Tanzania (modified from www.d-maps.com). **b**,**c**, Dissolved oxygen (O_2_) concentration (%) and water temperature (°C) by depth (metres, m) in Lake Masoko. The oxy- (**b**) and thermo-clines (**c**) separate the habitats of the two Lake Masoko *A. calliptera* ecomorphs: the littoral (yellow) population thrives in shallow (≤5 m), well-oxygenated waters, while the benthic (blue) population is found in deeper, colder and less oxygenated habitats of the lake. Data from Delalande^17^ (locally estimated scatterplot smoothed curves). **d**, Violin plots of stable isotope ratios (δ^13^C_V-PDB_, ‰) by population indicate a significantly more offshore zooplankton-based diet for the benthic fish. Two-sided adjusted *P* values for Games–Howell multiple comparison tests using the Tukey’s method are shown together with mean differences and 95% CI mean differences (5,000 bootstrap resamples; Supplementary Notes). *n*, number of fish per population. **e**,**f**, PCA (PC1 and PC2) of liver methylome (mCG) variation using both the RRBS (**e**) and WGBS (**f**) datasets. The principal component scores in (**e**) significantly segregate the three populations apart (two-sided *P* value for MANOVA tests; Extended Data Fig. 2c). The percentage of total variance is given in parentheses. The asterisks in (**e)** indicate samples used for WGBS. *n*, number of biological replicates per population. **g**, Unbiased hierarchical clustering and heatmap of the average DNA methylation levels at all significant DMRs found between the three pairwise comparisons (numbered 1–3) reveal population-specific methylome patterns. mCG/CG levels (%) averaged by population over each DMR (Methods). The total number of DMRs for each comparison is shown on the left-hand side of each heatmap. **h**, Histogram of the closest distances in bp (log scale; median, dotted line) between DMRs and HDRs, when on the same chromosome. **i**, Enrichment plots (observed/expected ratio; expected values calculated from 500 random resampling data) for methylome variation (DMRs) in different genomic features for each pairwise comparison (the categories ‘promoter’﻿, ‘gene body’ and ‘intergenic’ are mutually exclusive). Chi-squared tests and one-sided *P* values are shown above the graphs. Repeat, transposon-only repeats. **j**, GO enrichment analysis for the genes associated with methylome divergence among populations (either in promoter, gene body or intergenic regions).

Collectively, the two ecomorphs are monophyletic with regard to *Astatotilapia* in the neighbouring Mbaka River system (Extended Data Fig. 1a), from which they separated approximately 10,000 years ago. Moreover, there are significant differences in δ^13^C stable isotope ratios of both ecomorphs compared to the riverine fish (Welch’s analysis of variance [ANOVA], *F*_2,14.83_ = 111.56, *P* = 1.2 × 10^−^^9^ with all post-hoc tests *P* < 0.008; Fig. 1d and Supplementary Table 4), which is consistent with both the benthic and littoral lake habitats being fundamentally different from riverine habitats in ecological characteristics. Against this background, the incipient *Astatotilapia* radiation of Lake Masoko and nearby riverine population, from which they likely originate, provides a valuable system to investigate the role of epigenetic processes during the early stages of ecological speciation. In this study, we combined reduced-representation bisulphite sequencing (RRBS), whole-genome bisulphite sequencing (WGBS) and whole-transcriptome sequencing (RNA sequencing, RNA-seq) to assess functional methylome divergence in the two *Astatotilapia* ecomorphs of Lake Masoko and their neighbouring riverine population.

## Methylome divergence during the early stages of speciation

To compare genome-wide population-level methylome divergence between the two incipient populations of Lake Masoko and in the neighbouring riverine population, we combined two bisulphite sequencing approaches that enabled us to consider variation both between populations and at whole-genome scale resolution. First, we generated RRBS data from liver—a highly homogenous tissue involved in dietary metabolism, hormone production and hematopoiesis, therefore highly relevant for ecological diversification. In total, 12 wild-caught adult males for each of the littoral and benthic *Astatotilapia* ecomorphs of Lake Masoko and 11 wild-caught adult males from the neighbouring Mbaka River were used to generate the RRBS dataset. 

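RRBS reads CG-rich fragments of the genome after bisulphite treatment, which leaves methylated cytosines as cytosines, so that each CG site receives a share of methylated reads. The authors trimmed the reads, aligned them to the M. zebra genome with Bismark and deposited the percentage of methylated reads at every CG site found in all 35 fish, per fish and without further normalization. The table holds 151900 sites, of which 135040 lie on linkage groups, 16737 on unplaced scaffolds and 123 on the mitochondrial sequence. Mapped reads, as listed in the supplementary tables of the paper, ranged from 7.58 to 15.42 Mio (median 9.44 Mio) in the 11 riverine fish, from 4.02 to 14.81 Mio (median 7.37 Mio) in the 12 littoral fish and from 5.34 to 13.47 Mio (median 8.91 Mio) in the 12 benthic fish. The number of mapped reads did not differ between any pair of populations (two-sided permutation tests, lowest adjusted p = 0.55). By the same test, the share of reads that mapped was 2.13 points higher in benthic than in riverine fish (adjusted p = 0.0022). The other pairs did not pass (adjusted p = 0.083 for each). The column names of the table carry the mark cov4, taken here as a minimum of 4 reads per site. The number of reads behind each value is not in the table, so the depth at a site is unknown and no confidence interval is given for single values. Averaged over fish, 36.2% of sites were less than 20% methylated, 12.1% lay between 20 and 80% and 51.7% lay above 80%. A total of 4712 sites had the same value in every fish. The remaining 147188 sites were tested with limma on the percentages, with the 3 populations in a single fit and Benjamini–Hochberg adjustment within each comparison.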

On average, 11.1 ± 3.4 (mean ± s.d.) million single-end 75 base pair (bp)-long reads were generated across the RRBS samples. Next, we produced WGBS data from liver tissue of at least two individuals from each of the three populations. On average, 341 ± 84.3 million paired-end 150 bp-long reads were generated per individual for this WGBS dataset (Supplementary Tables 1 and 2 and Methods). The different populations showed similar read mapping rates to the reference genome assembly (*Maylandia zebra* GCF_000238955.4; Methods), consistent with low interpopulation sequence divergence (Extended Data Fig. 2a,b and Methods)^16^. Principal component analysis (PCA) of both RRBS and WGBS datasets revealed strong methylome segregation among the three populations on the first two axes of variation (PC1 and PC2; Fig. 1e,f). 

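For the RRBS livers, the PCA used the 147188 CG sites that vary between fish, centred and scaled. PC1 carried 6.29% of the variance (jackknife standard error 0.48, n = 35 fish) and PC2 carried 4.11% (jackknife standard error 0.19). Leaving out each fish in turn kept PC1 between 6.1 and 6.52% and PC2 between 4.05 and 4.26%. Without scaling the sites, the choice that moved these shares most, PC1 carried 13.39% and PC2 5.95%. PC1 scores, whose sign is arbitrary, averaged 98 ± 37.3 (SD, n = 11) in riverine fish, 20.8 ± 30.6 (SD, n = 12) in littoral fish and −110.7 ± 54.5 (SD, n = 12) in benthic fish. PC2 scores averaged −65.2 ± 28.5 in riverine, 79.8 ± 70.8 in littoral and −20 ± 36.3 in benthic fish (SD). Among the 12 littoral fish, PC2 scores fell as the log10 number of mapped reads rose (Pearson’s r = −0.90, permutation p = 3e-05, adjusted p = 0.00027; Spearman’s rho = −0.94, permutation p = 6e-05, adjusted p = 0.00054; 9 relations tested). Without the 2 fish farthest from the median depth, r was −0.92. The same relation was not detected in riverine fish (r = 0.10, permutation p = 0.76; rho = −0.04, permutation p = 0.92) or in benthic fish (r = −0.01, permutation p = 0.98; rho = −0.09, permutation p = 0.78), and whether the populations differ in it was not tested. From the positions of the fish on both axes in RRBS and WGBS data, the paper describes a strong segregation of the methylomes of the 3 populations. The WGBS livers were not analysed here.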

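A MANOVA of the PC1 and PC2 scores of the 35 RRBS livers by population gave F = 47.96 with Wilks’ statistic, and none of 100000 permutations of the population labels reached this value (p = 1e-05, the smallest they can give). In place of Games–Howell tests, the mean scores of each pair of populations were compared by two-sided permutation tests. The mean PC1 score changed by −77.1 from riverine to littoral fish and by −131.5 from littoral to benthic fish, both beyond the spread within populations (adjusted p = 3e-05 and 2e-05 over 6 tests). On PC2, the change was 144.9 from riverine to littoral fish (adjusted p = 2e-05) and −99.8 from littoral to benthic fish (adjusted p = 0.00012). The smallest separation was that of riverine and benthic fish on PC2, where the means differed by 45.1 (adjusted p = 0.0033). It did not pass the threshold among fish with at least 6 Mio mapped reads (25.7, adjusted p = 0.29) or with depth regressed out of each site (42.4, adjusted p = 0.11), where the SD within the populations was larger, at 56.8 and 63.2. Its adjusted p was lowest, at 1e-04, without scaling the sites. With depth regressed out, F was 39.04.

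Single CG sites were counted as differentially methylated when the adjusted p was under 0.05 and the population means differed by at least 25 percentage points. Between riverine and littoral fish, 1019 of the 147188 sites differed, 543 of them with more methylation in littoral fish. Between riverine and benthic fish, 4952 sites differed, 3942 of them with more methylation in benthic fish. Between littoral and benthic fish, 2364 sites differed, 2079 of them with more methylation in benthic fish. Averaging the common sites in 100 bp windows with at least 3 sites, which left 21449 windows to test, moved these counts most, to 119, 658 and 403 windows. At the 4952 sites that separate riverine from benthic fish, the littoral mean lay at a median of 0.28 of the way from the riverine to the benthic mean. The largest difference between riverine and littoral fish was at position 9591741 of sequence NC_036791.1, with 97.2% ± 9.3 methylation (SD, n = 11) in riverine fish, 0.1% ± 0.2 (SD, n = 12) in littoral fish and 1.7% ± 4.4 (SD, n = 12) in benthic fish. For differences of at least 75 points between riverine and littoral fish, such as this, the nearest site within 50 bp was examined. Its difference was a median of 0.019 of that at the site itself (44 sites). At 50% of these nearest sites the difference was under 5 points in either direction, against 75.4% of all sites.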

At the population level (RRBS data), PC1 and PC2 significantly segregated the 3 populations (multivariate analysis of variance [MANOVA], *F*_4,62_ = 47.97, *P* < 2.2 × 10^−^^16^; all post-hoc Games–Howell multiple tests with Tukey’s adjusted *P* values <0.001; Extended Data Fig. 2c), which is also broadly reflected at the whole-genome scale using the WGBS samples.

Since functional methylation variation tends to occur over neighbouring CG dinucleotide sites, we next identified significantly differentially methylated regions (DMRs; Methods) between each pair of populations for the WGBS datasets. In total for the WGBS data, we found 5,244 DMRs between the riverine and littoral fish, 4,594 between riverine and benthic fish, and 341 between littoral and benthic fish (Fig. 1g and Extended Data Fig. 3a). Methylome divergence inferred at the genome-wide level using the WGBS dataset was highly correlated with divergence for the same genomic regions using the population-scale RRBS dataset (Extended Data Fig. 4a,b), highlighting that the WGBS dataset closely recapitulates methylome variation at the population level while providing genome-wide resolution (Supplementary Notes). Given the substantially higher coverage of the genome provided by the WGBS data relative to the RRBS data, we focused further analyses on the DMRs identified using the WGBS data.

Most of these WGBS DMRs (79% and 63.5% total DMRs, respectively) showed a substantial gain in methylation (gain DMRs; ≥44% methylation increase, median values) in the littoral or benthic fish compared to neighbouring riverine fish, respectively, with median methylation levels at gain DMRs of ≥72% mCG/CG (Fig.1g and Extended Data Fig. 3b,c). Between littoral and benthic fish, two-thirds showed an increase in methylation in the benthic fish population. In all pairwise comparisons, DMRs varied in length from 50 bp to 3 kilobase pairs (kbp) (median, 250 bp), in CG site counts from 4 to 232 (median, 15 CG sites) and they were distributed across all chromosomes (Extended Data Fig. 3d,e). Next, to investigate the relationship between the underlying genetic polymorphism and methylome divergence, regions of elevated genetic differentiation (HDR, F_ST_ ≥ 0.3)^16^ between the littoral and benthic populations were examined. These regions showed high methylome conservation and were not colocalized with DMRs. Notably, the distances between HDRs and the nearest DMRs ranged from 15.9 kb to 31.1 megabases (Mb) (median, 5.3 Mb), suggesting that large regions of high genetic differentiation were in general not associated in *cis* with epigenetic divergence between the two incipient Masoko ecomorphs (Fig. 1h and Extended Data Fig. 3f), although any *trans*-acting effect of genetic variation on epigenetic variation cannot be ruled out.

We next examined the genomic localization of DMRs among populations and found promoter regions to be highly enriched in DMRs in all comparisons (greater than twofold enrichment), consistent with their *cis*-regulatory functions^19^ (Fig. 1i). In the littoral-benthic comparison, the differences in methylomes were particularly overrepresented in CpG-dense regions (CpG islands; ≥4.5-fold enrichment) located both within (promoter CpG islands [CGIs]) and outside promoters (orphan CGIs). Orphan CGIs may represent distant *cis*-regulatory regions, such as ectopic promoters and enhancers^20^, both of which are known targets of methyl-sensitive DNA-binding proteins^19,21^. In contrast, methylome variation within intergenic regions and transposable elements only showed slight enrichment in the comparison of the Masoko ecomorphs relative to comparisons involving the riverine population. Additionally, the methylome divergence in gene bodies—the function of which remains unclear in vertebrates but could be involved in alternative splicing^19^—was generally very low and even highly underrepresented (2.5-fold depletion) in the comparison of Masoko ecomorphs. This suggests high methylome conservation between gene bodies of the most closely related populations.

We then identified biological processes associated with methylome divergence by performing gene ontology (GO) enrichment analysis (Fig. 1j and Methods). We first noted that genes involved in transcription regulation were highly enriched in DMRs and then identified three further sets of biological processes for the genes enriched in methylome divergence: (1) immune function and hematopoiesis; (2) embryogenesis and development; and (3) metabolism (Fig.1j and Extended Data Fig. 5a). Notably, methylome divergence in developmental genes was shown previously to account for close to half of all species-specific epigenetic differences among three species part of the Lake Malawi cichlid radiation^9^. Additionally, regions showing benthic-specific methylome patterns and located in promoters, gene body and intergenic regions were significantly enriched for specific transcription factor binding motifs (Extended Data Fig. 5b; *P* values derived from HOMER for motif enrichment based on cumulative hypergeometric distributions; see Methods)﻿ with functions associated with erythropoiesis, immune functions, development and liver metabolism, consistent with the biological pathways associated with genes enriched for DMRs (Fig.1j). Transcription factors included the hematopoiesis-related stem cell leukemia (SCL)/T-cell acute lymphocytic leukemia 1 (TAL1; hypergeometric test*, P* = 1 × 10^−^^145^), forkhead hepatocyte nuclear factor 3-alpha (FOXA1; hypergeometric test*, P* = 1 × 10^−^^9^), the embryogenesis-related mothers against decapentaplegic homolog 2 (SMAD2; hypergeometric test*, P* = 1 × 10^−^^125^) and the metabolic/circadian clock transcriptional activator aryl hydrocarbon receptor nuclear translocator-like protein 1 (BMAL1; hypergeometric test*, P* = 1 × 10^−^^8^), consistent with altered transcription factor activity. This suggests *cis*-regulatory functions for such population-specific DMRs in development, hematopoiesis and metabolism, possibly correlated with acclimation to the benthic habitat. It is well established that differential methylation in promoter regions might impact the activity of methyl-sensitive transcription factors, therefore resulting in an altered transcriptional landscape^21^. Differential expression of transcription factor genes and genetic variation in transcription factor genes or transcription factor binding sites can in turn also affect promoter methylation^19,22^. Although many transcription factor genes are differentially expressed between the three populations and are associated with methylome differences, suggesting an altered transcription factor activity landscape arising from population-specific methylome divergence, further work is needed to decipher the underlying mechanisms.

## Methylome divergence is associated with transcriptional changes

Transcriptional variation can underlie ecological diversification^23,24^; however, the role of epigenetics in facilitating rapid transcriptional divergence in the context of the early stages of speciation is currently unknown. We investigated the link between population-specific methylome divergence and transcriptional activity by generating total RNA-seq data from the liver tissues of 4–5 individuals for each population (mean ± s.d., 32.9 ± 3.8 million paired-end 100/150 bp-long reads per fish; Supplementary Table 3 and Supplementary Notes). 

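The 13 livers came from 5 benthic, 4 littoral and 4 riverine fish. The authors trimmed the reads, quantified transcripts of the M. zebra annotation with kallisto and deposited TPM values, a unit that divides the reads of each transcript by its length and scales every library to the same total. The table holds 51012 transcripts, which were summed to 29676 genes by their symbol. Read counts per gene are not in the table, so the depth is that of the sequenced reads listed in the supplementary tables of the paper. It ranged from 29.0 to 36.5 Mio reads (median 33.0 Mio) in benthic fish, from 27.5 to 33.1 Mio (median 29.9 Mio) in littoral fish and from 29.2 to 39.2 Mio (median 36.2 Mio) in riverine fish. All 4 riverine livers and 1 littoral liver were sequenced in a 100 bp run. The 5 benthic livers and the other 3 littoral livers were sequenced in a 150 bp run and their reads trimmed to 100 bp by the authors. Riverine and benthic fish therefore share no run, and only the littoral fish span both. The 10 most abundant genes took between 23.8 and 32.9% of the TPM of a liver. Between 19921 and 21946 genes were above 0 TPM in riverine fish, between 20576 and 22900 in littoral fish and between 22938 and 24012 in benthic fish.

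The 21147 genes with a mean of at least 0.1 TPM over the 13 fish were tested with limma (moderated statistics with a trend) on log2(TPM + 0.1), with the 3 populations in a single fit and Benjamini–Hochberg adjustment within each comparison. A gene counted as a DEG by the thresholds of the Methods, with an adjusted p under 0.05, an absolute log2 fold change of at least 1.5 and at least 10 TPM in any fish. No scaling between libraries was added to the TPM. On this scale the median log2 fold change of all genes tested was 0.40 from riverine to littoral fish, 0.62 from riverine to benthic fish and 0.20 from littoral to benthic fish. After division by a median-of-ratios factor per fish these medians were 0.085, 0.13 and 0.02.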

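Spearman’s rho of TPM over the 29676 genes averaged 0.889 between livers of the same population and 0.864 between livers of different populations. The difference of 0.0256 was the highest of the 90090 possible arrangements of the 13 population labels (exact permutation test, one-sided, p = 2.2e-05, the smallest this design allows). Restricting the correlation to genes with a mean of at least 1 TPM moved the difference most, to 0.0623, and leaving out each fish in turn kept it between 0.0213 and 0.0312. Mean rho was 0.903 among benthic, 0.891 among riverine and 0.864 among littoral fish. Littoral livers were as similar to benthic livers (mean rho 0.87) as to each other. In a complete-linkage tree of the correlation matrix divided into 3 groups, the 5 benthic livers formed a group of their own. The 4 riverine livers grouped with 3 littoral livers, and the remaining littoral liver stood alone. The division of the riverine livers from the benthic livers coincides with that of the sequencing runs. Among the 8 livers of the 150 bp run, which holds littoral and benthic fish, the difference was 0.0246 (exact permutation test, one-sided, p = 0.018, the smallest that 5 fish against 3 allow).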

As with whole-methylome variation, we observed population-specific transcription patterns across all samples (Fig. 2a and Extended Data Fig. 6a). Moreover, methylation levels at promoter regions were significantly negatively correlated with transcriptional activity overall (Spearman’s rank correlation rho = −0.33, *P* < 2.2 × 10^−^^16^; Extended Data Fig. 6b), confirming the association between DNA methylation and gene expression repression in vertebrates^9,25^. We then performed differential gene expression analysis (false discovery rate [FDR] adjusted *P* values using Benjamini–Hochberg <1%, fold change ≥1.5 and high gene expression in ≥1 population [top 90th percentile]; Methods) and found a total of 525 significantly differentially expressed genes (DEGs) between the three populations, including 119 genes that were differentially expressed between the Masoko ecomorphs (Fig. 2b). 

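By the thresholds of the Methods, 696 genes were DEGs in at least 1 comparison. Between riverine and littoral fish there were 161 DEGs, 88 of them higher in littoral fish. Between riverine and benthic fish there were 619 DEGs, 457 of them higher in benthic fish. Littoral and benthic fish differed in 47 DEGs, of which 43 were higher in benthic fish. An unadjusted p under 0.05 was reached by 4004, 6939 and 2297 genes in these comparisons.

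The thresholds of the main text moved these counts most, to 31, 88 and 1 DEGs and 99 in any comparison. Their adjusted p is stricter (under 0.01), but their fold change of at least 1.5 is looser than a log2 fold change of 1.5. With median-of-ratios scaling, 44 of 212 DEGs were higher in littoral than in riverine fish, 243 of 680 were higher in benthic than in riverine fish and 42 of 50 were higher in benthic than in littoral fish. With the sequencing run as a covariate, which rests on the only littoral fish of the 100 bp run, 55 of the 161, 82 of the 619 and 19 of the 47 DEGs were still called, and 161 of the 161, 600 of the 619 and 47 of the 47 kept their direction. The DEGs called in that fit had another make-up, in which 32 of 351 were higher in littoral than in riverine fish, 25 of 326 in benthic than in riverine fish and 22 of 40 in benthic than in littoral fish. In the 150 bp run alone, 57 genes were DEGs between littoral and benthic fish, 39 of them higher in benthic fish and 15 of them among the 47. Without littoral fish G08H10, 24 of 42 were higher in benthic fish. Single fish weighed on the comparison of littoral and benthic fish, which had 1 DEG without benthic fish G10F07 and 68 without benthic fish G10G01.

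Of the DEGs whose fish did not overlap, the largest log2 fold change between littoral and benthic fish was −6.11 for LOC112433926 (standard error 1.01, adjusted p = 0.0357), followed by 5.04 for rfesd (standard error 0.97, adjusted p = 0.0432) and 5.00 for LOC112435698 (standard error 0.80, adjusted p = 0.0357). LOC112433926 was at 15.2 ± 8.06 TPM (SD, n = 4) in littoral fish and 0.333 ± 0.685 TPM (SD, n = 5) in benthic fish. Most benthic fish were listed at 0, so the size of this fold change depends on the pseudocount. It ranged from −8.268 to −3.608 over the settings, and the gene was not called in 10 of 28. LOC106675683 was at 1270 ± 537 TPM (SD, n = 4) in riverine fish, 107 ± 213 TPM (SD, n = 4) in littoral fish and 0.291 ± 0.403 TPM (SD, n = 5) in benthic fish, with log2 fold changes of −9.71 from riverine to littoral and −12.01 from riverine to benthic fish. Littoral fish G10G05 was at 426 TPM and the other littoral fish at 0.473, 0.03 and 0.0259 TPM. Without G10G05 the log2 fold change from riverine to littoral fish was −12.458. Most lake fish were near the pseudocount of 0.1, so the sizes of these fold changes depend on it. Over the settings they ranged from −12.458 to −7.87 for littoral fish and from −13.75 to −9.892 for benthic fish. LOC101484698 fell by 8.26 on the log2 scale from riverine to benthic fish (standard error 0.95, adjusted p = 0.000944). Its benthic values, from 0.0733 to 0.252 TPM, were also near the pseudocount. LOC112431438 was listed at 0 in all benthic fish, LOC101482834 at 0 in all littoral fish and LOC106674812 at 0 in all riverine fish, so no fold is given for these populations.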

Close to 33% of all DEGs showed reduced transcriptional activity in Masoko ecomorphs relative to the riverine population and these genes were significantly enriched for functions related to energy balance/homeostasis and steroid metabolism, including the peroxisome proliferator-activated receptor (PPAR) and forkhead box O (FOXO) signalling pathways, consistent with metabolic adaptation to different diets (Fig. 2b). Conversely, almost all the remaining DEGs (56%) showed high transcriptional activity almost exclusively in benthic fish and were primarily enriched for functions associated with hemoglobin complex/oxygen-binding activities and iron homeostasis as well as with fatty acid metabolism, in line with the occupation of a hypoxic environment and possibly related to their zooplankton-rich diet (Fig. 1a,d). 

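Of the 696 DEGs, 187 had their highest mean expression in riverine fish (26.9%, 95% Wilson interval 23.7 to 30.3%, which covers counting error only). Lower expression in both lake populations than in riverine fish was called in both comparisons for 43 genes, and higher expression in both for 56 genes. The share depended on how libraries were scaled, at 63.5% with median-of-ratios scaling and 48.1% with quantile normalization, and was 72.9% with the sequencing run as a covariate. Without benthic fish G10G02 it was 37.4%.

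Lists of genes of the PPAR and FOXO pathways, written from general knowledge of the pathways, were tested over all genes rather than over the DEGs. The 30 PPAR genes tested had a median log2 fold change of 0.24 from riverine to littoral fish and 0.21 from riverine to benthic fish, which is −0.16 and −0.41 relative to the median of all genes. The first of these reversed to 0.06 relative to all genes with a pseudocount of 1 and to 0.05 without riverine fish G09D10. Neither PPAR comparison passed limma’s fry test (adjusted p = 0.554 and 0.632 over 24 tests). In the comparison with benthic fish, 4 PPAR genes had an adjusted p under 0.05 adjusted over the list alone and 4 over all genes tested. The 57 FOXO genes had a median log2 fold change of 0.29 from riverine to littoral fish and 0.33 from riverine to benthic fish, or −0.11 and −0.29 relative to all genes (fry adjusted p = 0.923 and 0.554). The first was −0.231 without littoral fish G10H04 and −0.07 without littoral fish G08H10, the second −0.163 without benthic fish G10G02. With median-of-ratios scaling, these FOXO medians were negative before any comparison with all genes, at −0.11 and −0.23, and passed the fry test (adjusted p = 0.0329 and 0.0346; range over the alternatives 0.0329 to 0.989 and 0.0346 to 0.87). Adjusted over the list alone, 8 FOXO genes differed between riverine and littoral fish and 5 between riverine and benthic fish, against 4 and 5 over all genes tested. Camera with a preset correlation of 0.01 called the FOXO list between riverine and littoral fish (adjusted p = 0.044), a call that fry did not make.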

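Benthic fish had the highest mean expression for 420 of the 696 DEGs (60.3%, 95% Wilson interval 56.7 to 63.9%) and littoral fish for 89 (12.8%). A complete-linkage tree of the row-scaled means placed 484 DEGs (69.5%) in the benthic-high group. Higher expression in benthic fish than in both other populations was called in both comparisons for 26 genes. The benthic share was 30.7% with median-of-ratios scaling, 42.9% with quantile normalization and 17.8% with the sequencing run as a covariate, and 45.8% without benthic fish G10G02. Under each of these scalings and covariates, except TPM as deposited, the riverine share was the larger of the pair.

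**Figure D1:**
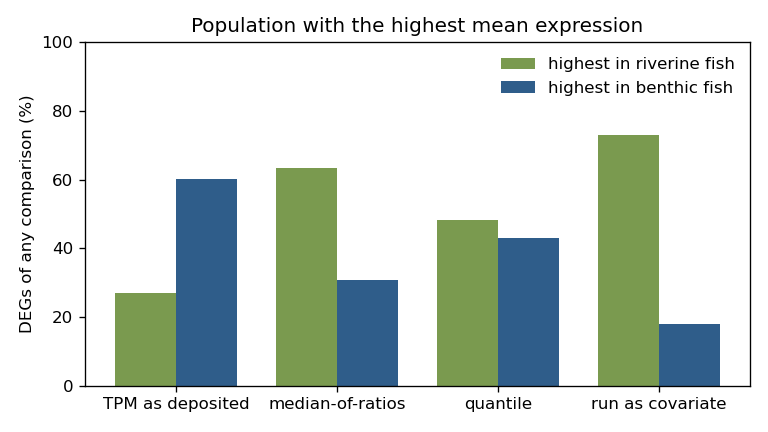
Share of the DEGs of any comparison (percent, vertical axis) with the highest mean expression in riverine fish (green bars) or benthic fish (blue bars), for 4 ways of scaling or fitting the TPM. Benthic fish hold 60.3% with TPM as deposited and 30.7% with median-of-ratios scaling.

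The 13 erythroid genes tested, a list written from general knowledge of red blood cell markers, had a median log2 fold change of 0.50 from littoral to benthic fish, or 0.296 relative to all genes, with 8 of 13 genes higher (fry adjusted p = 0.246). Without littoral fish G10H04 the relative value was −0.05 and without littoral fish G10H05 it was −0.09. From riverine to benthic fish the median was 0.98, or 0.37 relative to all genes, with 11 of 13 genes higher (fry adjusted p = 0.163). Adjusted over the list alone, 4 erythroid genes differed between littoral and benthic fish and 6 between riverine and benthic fish, against 3 and 4 over all genes tested. Within the list, genes moved apart. From littoral to benthic fish lmo2 rose from 1.16 to 19.9 TPM (log2 fold change 3.64), dmtn from 0.783 to 15.1 TPM (3.63) and rhag from 0.493 to 8 TPM (3.77). The log2 fold change of nfe2, at 0.0851 and 0.791 TPM, was 1.93. In contrast, gata1 fell from 1.12 to 0.318 TPM (−1.13). The log2 fold change was −0.73 for bpgm, at 0.342 and 0.196 TPM, −0.54 for urod and −0.50 for alad. From riverine fish, at 5.7 TPM, to benthic fish gata1 changed by −3.41 (adjusted p = 0.02) and was a DEG. These genes were singled out after their values were seen. The hemoglobin genes themselves could not be paired with entries of the table and are not reported.

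The 20 genes of sterol synthesis tested, a lipid pathway, had a median log2 fold change of 3.16 from littoral to benthic fish and all 20 were higher. With median-of-ratios scaling the median was 2.93. The list did not pass the fry test (adjusted p = 0.151; range over the alternatives 0.0257, without riverine fish G09D04, to 0.21), whereas camera called it (adjusted p = 2.39e-13). Camera presets a correlation of 0.01 between genes. The mean score of the list ran from −2.085 to 2.53 among the riverine fish alone. Genes of the list thus varied together between fish, and the p of camera overstates the evidence. Adjusted over the list alone, 16 of the 20 genes differed between littoral and benthic fish, against 1 over all genes tested. From the functions of genes with high activity in benthic fish, the paper proposes a relation to the hypoxic habitat and to a diet rich in zooplankton.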

Critically, significant changes in transcriptional activity were strongly associated with methylome divergence at promoter regions (43% of all DEGs, overrepresentation factor = 5.1, exact hypergeometric probability: *P* < 3.2 × 10^−^^25^; Fig. 2c).

**Fig. 2:**
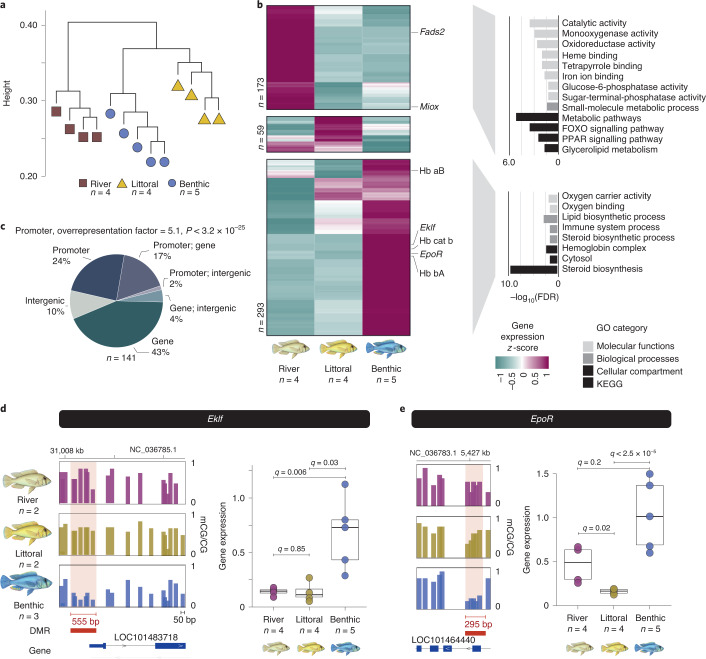
Methylome variation is associated with altered transcriptional activity of genes related to hematopoiesis, erythropoiesis and fatty acid metabolism. **a**, Unbiased hierarchical dendrogram based on whole-transcriptome variation (Euclidean distances), highlighting population-specific transcription patterns. **b**, Unbiased hierarchical clustering and heatmap of transcriptional activity (*z*-score, row-scaled) for all significant DEGs among the three wild populations, showing three different clusters of transcriptional activity (Wald test FDR-adjusted two-sided *P* value using Benjamini–Hochberg <0.05, fold change ≥2 and high gene expression [top 90th percentile] in any one sample). Examples of DEGs are shown on the right-hand side of the graph. Right: GO enrichment for the DEGs from each of the three transcriptional activity clusters (only FDR < 0.01 is shown). KEGG, Kyoto Encyclopedia of Genes and Genomes. **c**, Pie chart representing the genomic localization of DMRs associated with DEGs. Significant overlap between DMRs at promoter and transcriptional changes (overrepresentation factor = 5.1; exact hypergeometric test, two-sided *P* < 3.2 × 10^−^^25^). DEGs can be associated with multiple DMRs in different locations (promoter, intergenic and genic DMRs). **d**,**e**, The promoters of the *Eklf* (**d**) and *EpoR* (**e**) genes, both involved in erythropoiesis and red blood cells differentiation, show hypomethylation levels in the livers of benthic fish compared to the littoral populations. The genome browser view of the methylome profiles for each ecomorph is shown. Each bar represents the average mCG/CG levels in 50 bp-long non-overlapping windows for each ecomorph population. DMRs are highlighted in red and their lengths are indicated in red. Right-hand side of (**d**) and (**e**): box plots of gene expression in liver of benthic, littoral and river fish for *Eklf* (**d**) and *EpoR* (**e**) are shown (*q* values: Wald test FDR-adjusted two-sided *P* values using Benjamini–Hochberg <0.05). All box plots indicate the median (middle line), 25th and 75th percentiles (box) and 5th and 95th percentiles (whiskers), as well as outliers (single points).

Focusing on the functional categories identified above, we examined in detail several examples of transcriptional diversification associated with divergence in methylome landscapes, in particular for genes showing a negative correlation between methylation levels at promoters and gene expression activity (Extended Data Fig. 6b). 

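Eklf, listed as LOC101483718, was at 4.80 ± 4.49 TPM (SD, n = 5) in benthic livers, 0.346 ± 0.286 TPM (SD, n = 4) in littoral livers and 0.381 ± 0.0686 TPM (SD, n = 4) in riverine livers. Every benthic fish was above every littoral fish in TPM, the closest being benthic fish G10G01 at 0.843 and littoral fish G08H10 at 0.767. With median-of-ratios scaling these fish were in the opposite order, at −0.167 and 0.327 on the log2 scale. The log2 fold change from littoral to benthic fish in TPM was 3.11 (standard error 0.64, 8.64-fold). Its adjusted p was 0.0556 in limma, outside the threshold for a DEG, and 0.0212 without benthic fish G10G01 (range over the alternatives 0.0212 to 0.188). An exact two-sided permutation test of the same difference gave p = 0.0159 (adjusted p = 0.0596 over the 30 tests of named genes). Among the 8 livers of the 150 bp run the log2 fold change was 3.49 (exact permutation test, p = 0.0357). Against riverine fish, Eklf was a DEG (log2 fold change 2.83, standard error 0.64, adjusted p = 0.0196), but not in 5 of 27 settings. These were quantile normalization (adjusted p = 0.0962), the sequencing run as a covariate (adjusted p = 0.0943), the thresholds of the main text, and leaving out riverine fish G09D10 (adjusted p = 0.0649) or benthic fish G10E09, the only fish with at least 10 TPM of Eklf (12.1 TPM).

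EpoR, listed as LOC101464440 and encoding the erythropoietin receptor, was at 13 ± 11.4 TPM (SD, n = 5) in benthic livers, 0.45 ± 0.102 TPM (SD, n = 4) in littoral livers and 2.33 ± 1.46 TPM (SD, n = 4) in riverine livers. The log2 fold change from littoral to benthic fish was 4.05 (standard error 0.65, 16.6-fold, adjusted p = 0.0357), which made it a DEG. All benthic fish lay above all littoral fish (exact permutation test, two-sided, p = 0.00794, the smallest that 5 fish against 4 allow; adjusted p = 0.0397). Within the 150 bp run the log2 fold change was 4.12 (exact permutation test, p = 0.0179). The call did not hold in 11 of the 27 alternatives, including those without littoral fish G10G05, G10H04 or G10H05 (adjusted p = 0.0544, 0.0672 and 0.0888) or without benthic fish G10E09, G10F07 or G10G02 (adjusted p = 0.064, 0.0756 and 0.0782). Against riverine fish the log2 fold change was 2.12 (standard error 0.65, adjusted p = 0.0508). Positions of both genes are not given in the table.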

First, loss of methylation in two genes associated with active hematopoiesis and erythrocyte differentiation, *Ekfl* and *EpoR*, was associated with significant gain of transcriptional activity in benthic fish compared to the littoral population (fold change ≥ 3.8, FDRs < 0.03; Fig. 2d,e). *Eklf* plays an essential role in erythropoiesis, heme synthesis and in the modulation of globin gene expression^26^. Its transcriptional activity has been previously linked to methylation changes in humans^27^. Moreover, three hemoglobin subunit (Hb) genes, adjacent to each other within the MN (major) globin cluster on chromosome LG4 (NC_036783.1) were significantly upregulated (≥4.1-fold) in benthic fish specifically (FDR ≤ 0.006; Extended Data Fig. 7a). This includes the cathodic Hb beta, which is known to have higher oxygen-binding affinity in anoxic environments and is expressed exclusively in benthic fish^28^. Notably, a 2 kbp-long DMR adjacent to this globin gene cluster showed benthic-specific hypermethylation compared to the intermediate and unmethylated levels seen in littoral and river fish, respectively (Extended Data Fig. 7b). This suggests that it bears *cis*-regulatory functions, possibly similar to the vertebrate locus control regions, known to be bound by many essential erythroid transcription factors, such as EKLF, SCL/TAL1 and GATA1 (refs. ^29,30^), whose methylation state has been linked to globin gene expression regulation in mammals^31^. Although methylation at promoters is generally associated with weaker transcriptional activity in vertebrates (refs. ^9,25^ and Extended Data Fig. 6b), certain classes of methyl-sensitive transcription factors require methylated binding sequences to activate transcription^21^. Further work is therefore required to demonstrate the affinity of such transcription factors for methylated binding sequences at the putative cichlid locus control regions and their association with increased Hb transcription, which is currently unknown in cichlids. Finally, the hematopoietic transcription factor gene *Scl*/*Tal1*, a major actor in red blood cell differentiation^29,32^, whose sequence recognition binding motif is highly enriched in DMR sequences (Extended Data Fig. 5b), is also expressed in benthic fish only (FDR < 0.013; Extended Data Fig. 7a), suggesting altered transcription factor activity associated with methylome differences in benthic fish. Collectively, these results suggest significant divergence in epigenetic and transcriptional landscapes affecting erythropoiesis and hemoglobin composition in benthic fish, which may facilitate occupation of anoxic conditions of the benthic habitat.

As noted above, the Lake Masoko ecomorph populations are mainly characterized by an overall reduced transcriptional activity in many genes related to steroid metabolic pathways and energy homeostasis compared to riverine fish (Fig. 2b). Many of these genes show significant gain in methylation compared to the riverine population, in line with a general repressive role for DNA methylation in transcription regulation (Extended Data Fig. 6b). The examples of genes we examined include *Fads2*, part of the PPAR signalling pathway with functions in fatty acid metabolism and dietary metabolic adaptations^33^, and the catabolic enzyme inositol oxygenase (*Miox*). Both genes show hypermethylation associated with weaker transcriptional activity in Masoko ecomorphs compared to neighbouring riverine fish (Extended Data Fig. 7c,d). 

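Miox, listed as miox, was at 485 ± 289 TPM (SD, n = 4) in riverine livers, 52.6 ± 61.5 TPM (SD, n = 4) in littoral livers and 141 ± 126 TPM (SD, n = 5) in benthic livers. From riverine to littoral fish the log2 fold change was −3.63 (−3.625, standard error 0.86, adjusted p = 0.0537), just outside the threshold for a DEG, and the fish of the 2 populations did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 fish against 4 allow; adjusted p = 0.0858 over the 30 tests of named genes). It was called without riverine fish G09D04 (adjusted p = 0.0442) and without littoral fish G08H10 (adjusted p = 0.0256). From riverine to benthic fish the log2 fold change was −2.16 (standard error 0.82, adjusted p = 0.0907; exact permutation test p = 0.0556, adjusted p = 0.101), with overlapping fish. The sequencing run as a covariate changed these values to −1.53 and 0.64, the second in the opposite direction, so that the difference between riverine and lake fish in Miox cannot be told apart from that between runs. Fads2 could not be paired with an entry of the table and is not reported.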

The interplay between metabolism and epigenetic variation has been well established^7,33,34^ and suggests that epigenetic divergence may have facilitated differences in dietary resource use patterns during colonization of Lake Masoko habitats.

## Plasticity and inheritance of methylome divergence

We examined the plasticity and inheritance of population-specific methylome divergence found between wild populations using a common-garden experiment, whereby wild-caught *A. calliptera* specimens from Lake Masoko (both littoral and benthic populations) and from the neighbouring Mbaka River system, were bred and first-generation fish were reared under the same controlled laboratory conditions (Methods). Liver methylomes (WGBS) were then generated for two common-garden individuals of each population (Extended Data Fig. 8a,b). Under a common rearing environment and within 1 generation, most DMRs (88.8%) found between any wild populations of Lake Masoko were reset (that is, no longer significant DMRs between the respective common-garden groups) to resemble mostly unchanged methylome levels of river fish (reset DMRs). The remaining 11.2% of DMRs were retained/fixed between populations (fixed DMRs, that is, statistically significant DMRs showing the same directionality in methylation differences between wild and common-garden fish for each respective comparison; Fig. 3a,b and Extended Data Figs. 8c and 9a), consistent with a potential transgenerational retention of population-specific methylome patterns. Moreover, reset DMRs were on average almost twice as long as fixed DMRs (median: 416 and 227 bp, respectively, with a mean difference of 242 bp [95% confidence interval, 208–281]; Extended Data Fig. 9b), suggesting potential functional differences associated with them. We then performed GO enrichment analysis and found that reset DMRs were significantly enriched in the promoter of genes with functions related to liver metabolism, transcription and DNA-binding activity (Fig.3b). In total, 85.7% of all DEGs found among the livers of wild populations were associated with reset methylome patterns on environmental perturbation (Extended Data Fig. 9c). Such genes include, for example, the ones coding for *Lpin2* involved in fatty acid metabolism, *Preli3b* implicated in phospholipid transport, and *Cyp51a1* with functions in sterol biosynthesis (Fig. 3e), suggesting a close link between environmental conditions and methylome divergence associated with altered metabolic processes. Furthermore, the erythropoietic genes *Eklf* and *EpoR*, which have both benthic-specific methylome and transcriptome patterns in wild fish, all resembled river and littoral highly methylated profiles in the common-garden experiment (Extended Data Fig. 9d).

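Lpin2, listed as LOC101477050, lay between 37.3 and 126 TPM (SD 43, n = 4) in riverine livers, at a mean of 28.9 ± 18.9 TPM (SD, n = 4) in littoral livers and 7.29 ± 2.63 TPM (SD, n = 5) in benthic livers. It was a DEG between riverine and benthic fish (log2 fold change −3.69, standard error 0.61, adjusted p = 0.00553; exact permutation test p = 0.00794, adjusted p = 0.0397 over the 30 tests of named genes) and in all 27 settings tried. From littoral to benthic fish the log2 fold change was −1.58 (standard error 0.61, adjusted p = 0.348). It was called there in 3 of 28 settings. These included the setting without littoral fish G08H10 (log2 fold change −2.36, adjusted p = 0.045), the littoral fish of the 100 bp run. In the 150 bp run alone the log2 fold change was −2.36 (exact permutation test, p = 0.0179). From riverine to littoral fish it was −2.11 (standard error 0.65, adjusted p = 0.103), and Lpin2 was called in 2 of 27 settings. With the sequencing run as a covariate, which rests on G08H10, this change was −4.44.

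Cyp51a1, listed as LOC101487063, was at 370 ± 159 TPM (SD, n = 5) in benthic livers, 22.6 ± 32.3 TPM (SD, n = 4) in littoral livers and 128 ± 170 TPM (SD, n = 4) in riverine livers. From littoral to benthic fish the log2 fold change was 4.95 (4.945, standard error 0.98, adjusted p = 0.0499), which made it a DEG at the edge of the threshold. It was called in 9 of 28 settings (adjusted p between 0.00323 and 0.18) and was higher in every benthic fish than in every littoral fish (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0397). Leaving out any of the 5 benthic fish removed the call, as did leaving out littoral fish G10G05, G10H04 or G10H05 or riverine fish G08F07 or G09D07 (highest adjusted p = 0.18, without G10H05). From riverine to benthic fish the log2 fold change was 2.62 (standard error 0.98, adjusted p = 0.0871), and it was called without riverine fish G09D04 (3.54, adjusted p = 0.0235). These livers are those of the wild fish, and no expression data of common-garden fish were used here.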

**Fig. 3:**
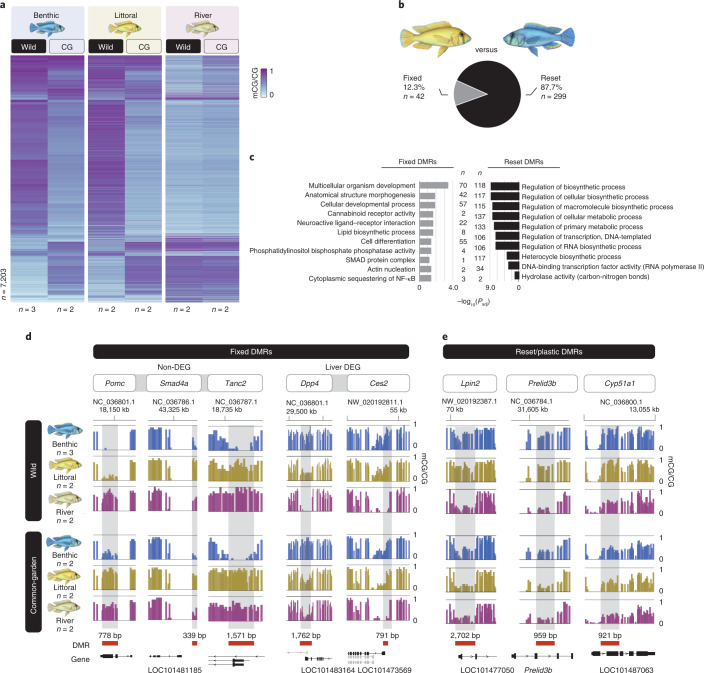
Common-garden experiment results in both global resetting of methylome profiles in wild benthic and littoral fish to resemble riverine methylome profiles and inheritance of fixed methylome differences. **a**, Heatmap of the average DNA methylation levels (mCG/CG, %) at all DMRs found in wild populations in Fig. 1g for all wild and common-garden fish. Methylome profiles revealed global epigenetic resetting in wild benthic and littoral fish to resemble neighbouring river fish methylome profiles, which were mostly unaffected by environmental perturbation. **b**, The proportion of reset (on common-garden experiment and within one generation) and population-fixed DMRs between littoral and benthic fish. See Extended Data Fig. 9a for the other pairwise comparisons. **c**, GO analysis showing significant enrichment for fixed and reset DMRs in genes involved primarily in developmental and metabolic processes, respectively. **d**,**e**, Examples of DMRs fixed between populations (**d**) in wild and common-garden fish, with some fixed DMRs also associated with altered transcriptional activity in the liver (liver DEG; using Wald test FDR-adjusted two-sided *P* value using Benjamini–Hochberg <0.05; see Extended Data Fig. 9f–h for *P* values associated with each DEG) and of DMRs reset on the common-garden experiment, all associated with population-specific transcriptional differences (**e**). Each bar represents the average mCG/CG levels in 50 bp-long non-overlapping windows for each fish population (*n* ≥ 2 biological replicates). DMRs are highlighted in red and the length (bp) of each DMR is indicated in black.

While most of population-specific methylome patterns in wild populations showed high levels of plasticity, highlighting the tight interaction between environmental conditions and epigenetic variation, methylome patterns fixed between populations showed an overall significant association with genes related to development, embryogenesis and cell differentiation, in particular associated with brain development (Fig. 3c). Therefore, some fixed DMRs found between livers might represent population-specific, tissue-independent methylome patterns, similar to what has been previously shown in Lake Malawi cichlids^9^. Indeed, tissue-independent methylome divergence could reflect distinct core developmental processes between the populations, participating in early-life phenotypic differences, although methylome analysis of other somatic or embryonic tissues would be needed to further investigate their functions. Examples of genes with functions during brain development and neuron morphogenesis and showing fixed population-specific methylome patterns include *Smad4a* (hypomethylated in littorals only) and the one encoding the scaffolding protein TANC2 (hypomethylated in benthics) (Fig. 3d). Other pathways, related to biosynthetic processes among others are also associated with fixed population-specific methylome patterns (Fig. 3c). This includes the *Pomc* gene, a precursor polypeptide produced in the brain and involved in energy homeostasis and immune functions, showing retention of benthic-specific methylome patterns (Fig. 3d). Although a large fraction of all DEGs is associated with reset DMRs, we found some association between fixed population-specific methylome patterns and transcriptional divergence in liver-specific genes (14.3% of all DEGs), with functions in metabolic pathways and immune functions. Two genes in particular, coding for the enzymes *Dpp4* and *Ces2*, part of the insulin and fatty acid metabolic pathways, respectively, showed significant transcriptional downregulation in benthic livers and were associated with fixed benthic-specific hypermethylated levels at their promoters (Fig. 3d and Extended Data Fig. 9e–g), suggesting retained epigenetic divergence associated with different diets.

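Dpp4, listed as LOC101483164, was at 0.422 ± 0.294 TPM (SD, n = 5) in benthic livers, 8.62 ± 9.79 TPM (SD, n = 4) in littoral livers and 13.6 ± 4.76 TPM (SD, n = 4) in riverine livers. The log2 fold change from riverine to benthic fish was −4.91 (standard error 0.73, adjusted p = 0.00338), and Dpp4 was a DEG in all 27 settings of this comparison. Against littoral fish it was −3.64 (standard error 0.73, adjusted p = 0.0524), outside the threshold, with an adjusted p from 0.0326 to 0.143 over the alternatives and of 0.0466 without littoral fish G08H10. All benthic fish were below all littoral and all riverine fish (exact permutation tests, two-sided, p = 0.00794 for each, adjusted p = 0.0397 over the 30 tests of named genes). In the 150 bp run alone, the log2 fold change from littoral to benthic fish was −4.13 (exact permutation test, p = 0.0179).

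Ces2, listed as LOC101473569, was at 23.3 ± 1.95 TPM (SD, n = 5) in benthic livers, 39.8 ± 31.5 TPM (SD, n = 4) in littoral livers and 42.5 ± 11.6 TPM (SD, n = 4) in riverine livers. From riverine to benthic fish the log2 fold change was −0.82 (standard error 0.37, adjusted p = 0.141), and Ces2 was not a DEG in any of the 27 settings. The fish of these 2 populations did not overlap (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0397), but they were sequenced in different runs, and with the run as a covariate the difference reversed to 1.03 (1.035, adjusted p = 0.29; range over the alternatives 0.0329 to 0.29). From littoral to benthic fish it was −0.50 (standard error 0.37, adjusted p = 0.637), and in the 150 bp run alone −0.04 (exact permutation test, p = 0.75).

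**Figure D2:**
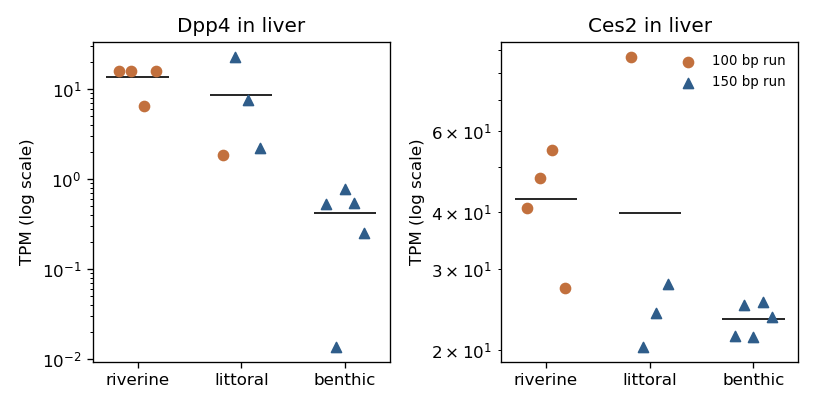
TPM of Dpp4 (left) and Ces2 (right) in each liver on a log scale, by population, with circles for the 100 bp run, triangles for the 150 bp run and lines at the population means. For Ces2, the littoral fish of the 100 bp run is at 86.8 TPM and the 3 littoral fish of the 150 bp run lie between 20.3 and 27.9 TPM.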

These results suggest that although methylome landscapes are highly environment-specific, showing high plasticity and significant association with altered transcriptional activity of functional genes, some methylome divergence has become fixed and may be inherited in populations of Lake Masoko (fixed DMRs; Fig. 3d). While in mammals two waves in DNA methylation reprograming occur early on, in zebrafish the paternal methylome is retained on fertilization, possibly allowing for transgenerational epigenetic inheritance^35^. The underlying epigenetic reprograming mechanisms have been shown to vary across teleost fish^36^ and are currently unknown in cichlids. Our study lays the groundwork to investigate further the extent of the inheritance of epigenetic patterns in East African cichlids and assess any adaptive roles associated with methylome divergence. Future work will also evaluate any genetic basis acting in *trans* that could affect methylome variation, such as genetic polymorphism in transcription factor domain sequences^22^.

## Conclusion

Our results provide direct and new evidence for functional and heritable methylome divergence associated with the early stages of speciation in the very young radiation (approximately 1,000 years ago) of *Astatotilapia* ecomorphs in Lake Masoko using whole-genome methylome sequencing. We suggest that colonization of the shallow lake habitat by a generalist riverine *Astatotilapia* population (approximately 10,000 years ago) was followed by the colonization of the benthic habitat (approximately 1,000 years ago). This was enabled in part by the establishment of both reversible and heritable methylome divergence in key functional genes (Fig. 4), including those related to hemoglobin synthesis, erythropoiesis and sterol metabolism, possibly linked to the low oxygen and zooplankton-rich environment present in the depths of the lake (Fig.1b,d). This potentially greatly increased the fitness of benthic fish in the deep environment of the lake, enabling them to outcompete any later littoral intruders that did not possess the appropriate epigenetic variation. In principle, therefore, epigenetic processes may provide the capacity for rapid occupation and competitive dominance in new ecological niches before fixation of epigenetic and genomic variation.

**Fig. 4:**
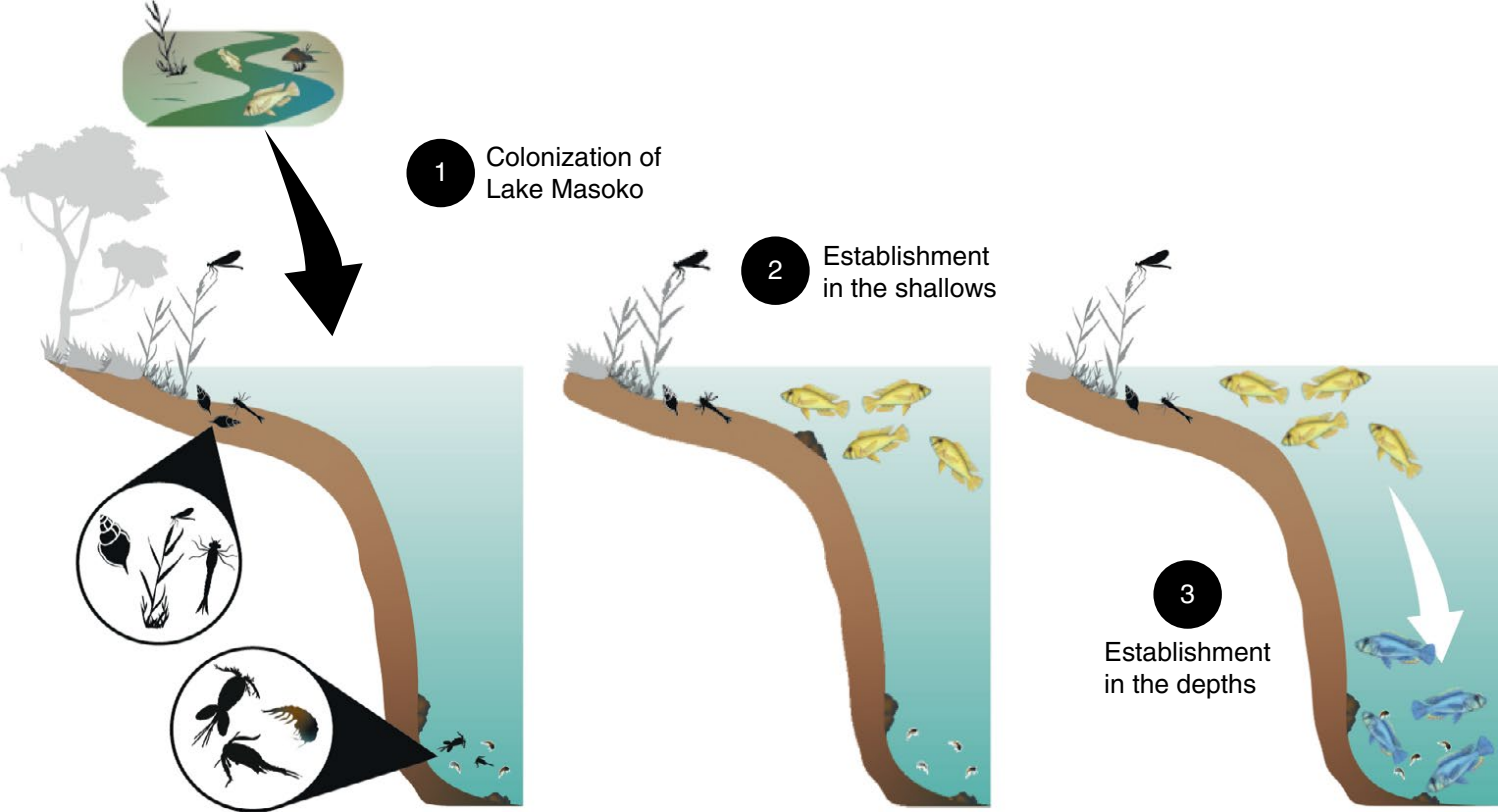
Hypothesized three stages of epigenetically associated *Astatotilapia* ecomorph speciation in Lake Masoko. (1) Colonization of the shallow habitats of Lake Masoko by the generalist riverine *Astatotilapia* population approximately 10,000 years ago (Malinsky et al.^16^). (2) Occupancy of shallow, reedy and highly oxygenated habitats by fish with a high level of depth philopatry. Phenotypic plasticity, partially linked to global methylome changes, enables utilization of littoral macroinvertebrate prey. (3) Colonization of deep, zooplankton-rich and lowly oxygenated habitats by the shallow population approximately 1,000 years ago (Malinsky et al.^16^). Extreme methylome changes in the benthic population associated with diet (for example, fatty acid metabolism) and environment (for example, hemoglobin composition) are shown. Epialleles are reciprocally fixed in the two populations, plausibly leading migrants, and those of intermediate epi-genotypes, to suffer a fitness disadvantage. Eventually, selection leads to differential fixation of genomic variation.

To our knowledge, our study demonstrates for the first time substantial methylome divergence, in part inherited, and associated with altered transcription in a very young vertebrate radiation at an unprecedented whole-genome resolution. Therefore, this work further builds on evidence of epigenetic divergence seen among populations of fish^37–39^, intraspecific methylome remodeling in different rearing environments^40,41^, heritability of population-specific methylome divergence^38,42,43^ and an epigenetic basis for diversification of functional eco-morphological traits in vertebrates (for example, the eyes of the cavefish *Astyanax mexicanus*^4^). Additionally, other epigenetic processes might be at play in parallel to DNA methylation in facilitating phenotypic diversification in teleost fish radiation, such as microRNAs^1,10^ and histone posttranslational modifications^13^, potentially affecting gene expression. Further work is required to investigate their functions, alongside DNA methylation, during the early stages of speciation in sympatric species. A key challenge now is to determine the mechanisms and rates of fixation of heritable epigenetic variation within populations^6,7,44^, including epigenetic inheritance and reprograming, the extent of the adaptive advantage associated with methylome divergence, and how this associates with the genomic fixation observed during the later stages of speciation^4–8^.

## Methods

### Field sampling

Lake Masoko fish were chased into fixed gill nets and SCUBA by a team of professional divers at different target depths determined by diver depth gauge (12× male benthic, 12× male littoral). Riverine fish (11× Mbaka River and 1× Itupi river) were collected by local fishermen. On collection, all fish were euthanized using clove oil. Collection of wild fish was done in accordance with local regulations and permits in 2015, 2016, 2018 and 2019. On collection, fish were immediately photographed with color and metric scales, and tissues were dissected and stored in RNA*later* (Sigma-Aldrich); some samples were first stored in ethanol. Only male specimens (showing bright nuptial coloration) were used in this study for the practical reason of avoiding any misassignment of individuals to the wrong population (only male individuals show clear differences in phenotypes and could therefore be reliably assigned to a population). Furthermore, we assumed that any epigenetic divergence relevant to speciation should be contributing to between-population differences in traits possessed by both sexes (habitat occupancy, diet). To investigate the role of epigenetics in phenotypic diversification and adaptation to different diets, homogenized liver tissue – a largely homogenous and key organ involved in dietary metabolism, hormone production and hematopoiesis – was used for all RNA-seq and WGBS experiments.

### Common-garden experiment

Common-garden fish were bred from wild-caught fish specimens, collected and imported at the same time by a team of professional aquarium fish collectors according to approved veterinary regulations of the University of Bangor, UK. Wild-caught fish were acclimatized to laboratory tanks and reared to produce first-generation (G1) common-garden fish, which were reared under the same controlled laboratory conditions in separate tanks (light–dark cycles, diet: algae flakes daily, 2–3 times weekly frozen diet) for approximately 6 months (post hatching). G1 adult males showing bright nuptial colors were culled at the same biological stages (6 months post hatching) using MS222 in accordance with the veterinary regulations of the University of Bangor, UK. Immediately on culling, fish were photographed and tissues collected and snap-frozen in tubes.

### Stable isotopes

To assess dietary/nutritional profiles in the three ecomorph populations, carbon (δ^13^C) and nitrogen (δ^15^N) isotope analysis of muscle samples (for the same individuals as RRBS; 12, 12 and 9 samples for benthic, littoral and riverine populations, respectively) was undertaken by elemental analyzer isotope ratio mass spectrometry by Iso-Analytical Limited. It is important to note that stable isotope analysis does not depend on the use of the same tissue as the ones used for the RRBS/WGBS samples^45^. Normality tests (Shapiro–Wilk, using the R package rstatix v.0.7.0), robust for small sample sizes, were performed to assess sample deviation from a Gaussian distribution. Levene’s test for homogeneity of variance was then performed (R package carData v.3.0-5) to test for homogeneity of variance across groups. Finally, Welch’s ANOVA was performed followed by Games–Howell all-pairs comparison tests with adjusted *P* value using Tukey’s method (rstatix v.0.7.0). Mean differences in isotope measurements and 95% CI mean differences were calculated using Dabestr v.0.3.0 with 5,000 bootstrapped resampling.

Throughout this manuscript, all box plots are defined as follows: centre line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range; points, outliers.

### RNA-seq

#### Next-generation sequencing library preparation

Total RNA from liver tissues stored in RNA*later* was extracted using a phenol/chloroform approach (TRIzol reagent; Sigma-Aldrich). Of note, when tissues for bisulphite sequencing samples were not available, additional wild-caught samples were used (Supplementary Table 3). The quality and quantity of RNA extraction were assessed using TapeStation (Agilent Technologies), Qubit and NanoDrop (Thermo Fisher Scientific). Next-generation sequencing (NGS) libraries were prepared using poly(A) tail-isolated RNA fraction and sequenced on a NovaSeq system (S4; paired-end 100/150 bp; Supplementary Table 3), yielding on average 32.9 ± 3.9 Mio reads.

#### Read alignment and differential gene expression analysis

Adaptor sequence in reads, low-quality bases (Phred score < 20) and reads that were too short (<20 bp) were removed using TrimGalore v.0.6.2 (options: --paired --fastqc; https://github.com/FelixKrueger/TrimGalore). Paired-end 150 bp sequencing read samples were trimmed to 100 bp (both read pairs) to account for read length differences using TrimGalore’s options: --three_prime_clip_R1 50 --three_prime_clip_R2 50. Paired-end reads were aligned to the *M. zebra* reference genome (GCF_000238955.4_M_zebra_UMD2a_genomic.fa) using kallisto^46^ v.0.46.0 (options: --bias -b 100), resulting in high mapping rates (83.9 ± 1.6%, mean ± s.d.). Using transcription levels at all annotated genes for all RNA-seq samples, unbiased hierarchical clustering was done using the R script pheatmap v.1.0.12 (Euclidean distances and complete-linkage clustering using Spearman’s correlation matrix). Differential gene expression analysis was then carried out with sleuth v.0.30.0 (ref. ^47^) using Wald’s test with FDR-adjusted two-sided *P* value (Benjamini–Hochberg method). Only genes with a *q* value < 0.05, log_2_ fold change ≥ 1.5 between any pairwise population comparison and showing high expression levels in ≥1 biological samples (maximal gene expression ≥10 transcripts per million (TPM) in any one sample, which represents the 91st percentile of gene expression in the benthic liver samples) were analysed further. 

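In the table of 29676 genes, 10 TPM lay at percentile 87.1 of the mean TPM of the 5 benthic livers. A total of 6710 genes reached 10 TPM in at least 1 of the 13 livers.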

Heatmaps of scaled gene expression values (*z*-score) for all DEGs were generated using pheatmap v.1.0.12 (Euclidean distances and complete-linkage clustering). Data for gene expression values (TPM) across different *A. calliptera* tissues were used from Vernaz et al.^9^.

### High-molecular-weight genomic DNA extraction

High-molecular-weight genomic DNA from liver tissues stored in RNA*later* was isolated using the QIAamp DNA Mini Kit (catalogue no. 51304; QIAGEN). The quality and quantity of the extracted DNA samples were assessed using TapeStation, Qubit and NanoDrop.

### WGBS

#### NGS library preparation (wild and common-garden samples)

Unmethylated lambda phage genome (0.5% w/w) was first spiked in every sample (catalogue no. D1521; Promega Corporation). DNA samples were then fragmented to approximately 400 bp in length by sonication (E220 Focused-ultrasonicator, Covaris). The length and quality of DNA fragments were assessed using TapeStation. NGS libraries were prepared using approximately 400 ng sonicated DNA fraction using NEBNext Ultra II DNA Library Kit for Illumina (catalogue no. E7645; New England Biolabs) and methylated adaptors (catalogue no. E7535; New England Biolabs) according to the manufacturer’s instructions. DNA libraries were then treated with sodium bisulphite (catalogue no. MOD50; Sigma-Aldrich Imprint) according to the manufacturer’s instructions. Bisulphite-treated DNA libraries were then amplified by PCR (14 cycles) and sequenced as paired-end 150 bp reads on Illumina HiSeq 4000 and NovaSeq systems (the latter for 1 littoral and 1 benthic wild fish) to generate 322.02 ± 58.94 million paired-end reads per sample (mean ± s.d.).

#### WGBS read mapping

Adaptor sequence in reads, low-quality bases (Phred score ≤20) and reads that were too short (<20 bp) were removed using TrimGalore (options: --paired --fastqc). Sequencing reads (FASTQ) for the same sample generated on multiple lanes were merged. Paired-end reads were first mapped against the lambda genome (GenBank accession no. J02459) to assess bisulphite conversion (98.4 ± 1.0%, mean ± s.d. spike-in conversion rate for all wild and common-garden samples) and then to single-nucleotide polymorphism (SNP)-corrected version of the *M. zebra* reference genome (GCF_000238955.4_M_zebra_UMD2a_genomic.fa) to account for *A. calliptera*-specific genotype/SNP (following the same protocol as developed in Vernaz et al.^9^) using Bismark v.0.20.0 (options: -N 0 -p 4 -X 500)^48^. Mapping rates were similar across samples, yielding 54.7.1 ± 4.3% best unique read mapping (mean ± s.d., *n* = 13; Extended Data Fig. 2a), similar to the mapping rates observed in other WGBS studies^49^. Clonal paired-end reads (that is, PCR duplicates) were removed using Bismark’s deduplicate_bismark function (options: -p --bam). Methylation scores (read count supporting mC/total read count) at each CpG site genome-wide were extracted using Bismark’s bismark_methylation_extractor function (options: -p --multicore 6 --no_overlap --comprehensive --merge_non_CpG --bedGraph).

#### WGBS DMR prediction

DMR prediction was performed using DSS^50^ v.2.34.0 (smoothing=TRUE). First, Wald tests were performed on methylation difference at all CG sites between any two populations. Predicted DMRs consisted of CG sites showing significant methylation differences (Wald test, two-sided *P* < 0.05). Then, to identify putatively biologically relevant DMRs (that is, *cis*-regulatory elements of a typical size, possibly bound by DNA-binding proteins), the following stringent cut-off parameters were chosen based on previous methylome studies^20,51,52^: only DMRs that showed substantial methylation differences (≥25% average methylation difference at any one DMR), covering ≥4 CG sites and with a minimal length of ≥50 bp were analysed further. Overall, predicted DMRs showed on average approximately 45% methylation differences (Extended Data Fig. 3b,c), ranged in length from 50 to 3,000 bp (median length, 250 bp; Extended Data Fig. 3d) and covered 4–232 CG sites (median, 15 CG sites; Extended Data Fig. 3d).

#### WGBS methylome analysis

For subsequent analyses, only CpG sites with ≥4 ≤ 100 unique (non-clonal) paired-end read coverage were used (genome-wide CG site coverage across all samples: 9.14 ± 1.4, mean ± s.e.m.; Extended Data Fig. 2b). Methylation scores at single CpGs were calculated using Bismark output files as follows: number of methylated reads/total number of reads. Methylation levels in non-overlapping 50 bp-long genomic windows for each biological sample or each population (averaged mCG/CG levels) were generated with BEDTools v.2.27.1 (ref. ^53^) and visualized as BIGWIG files (bedGraphToBigWig v.4; https://genome.ucsc.edu/) in IGV genome browser v.2.9.2 (Broad Institute). PCA (centred and scaled) was carried out using R v.3.6.3 (prcomp) using all CG sites. Unbiased hierarchical clustering (complete-linkage clustering method) was carried out using R based on Euclidian distances (dist) of pairwise Spearman’s correlation scores (cor). Heatmaps were created using pheatmap (complete-linkage clustering method using Euclidean distances). Circos plots were generated on R using circlize v.0.4.12 to visualize DMR genomic distribution across LG chromosomes only (NC chromosomes). Transcription factor binding motif enrichment analysis within DMR sequences was performed on DMRs both located outside gene bodies (excluding the first 1 kbp downstream transcription start site [TSS]) and in promoters/intergenic regions using HOMER v.4.9.1-6 (‘findMotifs.pl’ to identify enriched motifs; scrambleFasta.pl on DMR FASTA sequence to generate background sequences [approximately 50,000 scrambled sequences]).

#### Fixed/reset DMRs

DMRs predicted between any pairwise comparisons of wild populations (from Fig. 1g) were considered fixed when statistically found between the respective common-garden populations, consistently across all samples and with the same methylation direction (Wald test two-sided *P* < 0.05), or reset if no longer significant (*P* ≥ 0.05) or if showing change in methylation direction. The within-population methylome variation arising from the common-garden experiment itself was excluded from this analysis. Wild DMRs found among wild riverine, littoral and benthic fish were merged when found in >1 pairwise comparison using the BEDTools mergeBed function (v.2.27.1). Methylation levels at all wild DMRs were then plotted using pheatmap (Fig. 3a).

### RRBS

#### NGS library preparation and analysis

High-molecular-weight gDNA from liver tissue from 12 adult male fish per ecomorph (36 in total) was isolated using a modified version of the Wizard Genomic DNA Purification Kit (Promega Corporation). The quality and quantity of extracted DNA samples were assessed using Qubit and NanoDrop. Approximatively 100 ng of liver high-molecular-weight gDNA were used to make RRBS libraries according to the manufacturer’s instructions (Premium RRBS kit, catalogue no. C02030032; Diagenode). Each of the three RRBS sequencing libraries multiplexed 12 different samples, with ecomorph representation randomized among libraries. The quality and quantity of all libraries were assessed using TapeStation, Qubit and NanoDrop. RRBS libraries were sequenced on an Illumina NextSeq 500 system (to generate single-end 75 bp-long reads).

Due to poor read quality and low read counts, assessed using FastQC, one riverine ecomorph sample was excluded from further analysis. Analysis of spike-in controls gave a mean CpG bisulphite conversion efficiency across samples of 98.6%. Adaptor sequence in reads, low-quality end bases (Phred score ≤20), reads that were too short (<20 bp) and the first 5 bp (5′-end to avoid sequencing bias) were removed using TrimGalore (options: --rrbs --fastqc --clip_R1 5). In total, after quality trimming, there were 11.1 ± 3.4 Mio reads per RRBS sample (mean ± s.d.). Reads were then aligned to the same *M. zebra* reference genome (GCF_000238955.4_M_zebra_UMD2a_genomic.fa; see above) using Bismark (options: -N 1; ref. ^48^). Mapping rates were 83.8 ± 0.8%, 81.6 ± 1.7% and 82.9 ± 1.6%, for benthic, river and littoral populations, respectively, similar to what has been reported in other RRBS studies^54^. Differences in mapping rates between the WGBS and RRBS datasets stem from technical and sequencing differences, such as sequencing read length, single-/paired-end reads and genome coverage^48^. Methylation scores (read count supporting mC/total read count) at each CpG site genome-wide were extracted using Bismark’s bismark_methylation_extractor (options: -s --multicore 4 --comprehensive --merge_non_CpG --bedGraph). PCA of methylation levels at CpG sites found across all samples (common CG sites, *n* = 151,900) was carried out using R ‘prcomp’ (centered and scaled). MANOVA followed by post-hoc Games–Howell multiple comparison tests using Tukey’s correction were used to assess PC1 and PC2 score differences between populations using the R packages stats v.3.6.3 and rstatix.

#### RRBS DMR prediction

RRBS DMRs were identified using the same method as for WGBS DMRs (see above).

### Genomic annotation

#### DMR localization

Since no functional annotation exists for Lake Malawi cichlid genomes, promoter regions were defined in silico as regions ±1 kbp around the TSS. Gene bodies comprise exon and intron minus the first 1 kbp downstream of the TSS to avoid any overlap with promoter regions. Intergenic regions were defined as regions outside promoters and gene bodies for DMR localization. Only transposon repeats (TE) were analysed (excluding simple repeats, low complexity repeats, ribosomal RNA repeats and satellite repeats) and were annotated using RepeatMasker v.4.0.9 according to Vernaz et al.^9^. The annotation of CGIs was defined as in Vernaz et al.^9^. Overlaps between DMR coordinates and each respective genomic annotation were counted using the BEDTools intersectBed function (v.2.27.1).

### Enrichment for genomic features

Enrichment for methylome divergence (DMR) in different genomic features was performed by dividing the observed number of DMRs overlapping each genomic feature by the expected values (observed/expected ratio). The expected values were obtained by randomly shuffling the DMR coordinates genome-wide (1,000 iterations) for each genomic feature (BEDTools shuffleBed). One-sample *t*-tests were performed to test whether expected values were significantly different from the observed values. Chi-squared tests (*R*) were then performed for all observed/expected distributions among the three DMR comparison groups for each genomic feature.

### Assignment of DMRs to genes and GO

DMRs were assigned to genes when located in gene promoters (that is, TSS ± 1 kbp [promoter DMRs]; BEDTools intersect -f 0.5, ≥50% DMR sequence overlap required), in their gene bodies (excluding the first 1 kbp downstream TSS [gene DMRs]; BEDTools intersect -f 0.5, ≥50% DMR sequence overlap). When located outside promoter and gene bodies, intergenic DMRs were assigned to the closest gene if located 1–5 kbp away from it (closestBed; v.2.27.1). DMRs were associated with DEGs following the same method. An exact hypergeometric test (and representation factor) for the overlap between promoter DMRs and DEGs was performed. GO enrichment analysis using the genes associated with each DMR category was then performed using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost; version March 2021; ref. ^55^). Only annotated genes for *M. zebra* were used with a statistical cut-off of FDR < 0.05.

#### Colocalization with HDRs

The coordinates of HDRs from Malinsky et al.^16^ were translated to the UMD2a *M. zebra* reference genome (GCF_000238955.4_M_zebra_UMD2a_genomic.fa) using the UCSC liftOver tool (namely, axtChain and liftOver; kent source v.418), based on a whole-genome alignment between the original by Brawand et al.^1^ (https://www.ncbi.nlm.nih.gov/assembly/GCF_000238955.1) and the UMD2a *M. zebra* genome assemblies. The pairwise whole-genome alignment was generated using lastz v.1.02 (ref. ^56^) with the following parameters: “B = 2 C = 0 E = 150 H = 0 K = 4,500 L = 3,000 M = 254 O = 600 *Q* = human_chimp.v2.q T = 2 Y = 15,000”. This was followed by using the USCS genome utilities (https://genome.ucsc.edu/util.html) axtChain tool with -minScore = 5,000. Additional tools with default parameters were then used after the UCSC whole-genome alignment paradigm (http://genomewiki.ucsc.edu/index.php/Whole_genome_alignment_howto) to obtain a contiguous pairwise alignment and the ‘chain’ file input for liftOver. All 98 HDRs mapped to the new assembly, although some HDRs were split into more than 1 region in the UMD2a assembly, resulting in 141 regions. The distances between DMRs between littoral and benthic populations and the closest HDR were inferred using the BEDTools closestBed function v.2.27.1 (ref. ^53^).

### RRBS-WGBS cross-validation

To cross-compare the RRBS and WGBS datasets and validate the use of the whole-genome unbiased methylome sequencing technique, methylation variation at the WGBS DMRs using the RRBS methylome data (*n* = 413 DMRs in total) was analysed. In detail, methylome levels for all RRBS samples were averaged over all DMRs predicted using the WGBS samples (BEDTools intersect). Unbiased hierarchical clustering and the heatmap of the Spearman’s correlation matrix using RRBS methylome variation at the WGBS DMRs were produced using pheatmap (Euclidean distances and complete-linkage clustering). The same clustering and heatmap approaches were used to plot methylation levels (averaged mCG/CG per population for both WGBS and RRBS samples) of RRBS samples at WGBS DMRs.

### Correlation of DNA methylation and transcription activity

To assess the overall correlation between DNA methylation and transcriptional activity, all annotated genes were split into 5 categories based on their gene expression levels: from genes not expressed (TPM < 5; ‘OFF’, *n* = 24,598) to expressed genes (4 ‘ON’ categories; TPM ≥ 5), from lowest to highest gene expression activity (*n* = 1,269–1,270 genes for the ON categories) using the tidyverse v.1.3.1 function cut_number. 

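With the mean TPM of the 5 benthic livers, 23479 of the 29676 genes were below 5 TPM. The remaining 6197 genes had a lower quartile of 7.65 TPM, a median of 13.3 TPM and an upper quartile of 34.8 TPM, the limits of 4 categories of equal size. With the median of the 5 livers in place of the mean, 23909 genes were below 5 TPM, and leaving out each liver in turn gave between 23279 and 23900. A threshold of 1 TPM, the choice that moved the number most, placed 16345 genes below it.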

For each gene expression category, the average methylome profile (average mCG/CG) from 2 kbp upstream of the TSS to 2 kbp downstream of the transcription end site including the entire gene bodies were plotted using deepTools v.3.2.1. Spearman correlation tests were performed between transcriptional activity and methylation levels at gene bodies and promoters using cor.test (‘stats’ R package v.4.2.0). Benthic individuals were used for this analysis and are representative of the other populations (*n* = 3 biological replicates for liver WGBS [average mCG/CG levels] and *n* = 5 biological replicates for liver RNA-seq).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Notes and Tables.

Reporting Summary

Peer Review File

Supplementary Tables 1–4.

## Data Availability

The WGBS, RRBS and RNA-seq raw data have been deposited in the Gene Expression Omnibus under accession no. GSE174120.

## References

[1] Brawand D (2014). The genomic substrate for adaptive radiation in African cichlid fish. Nature.

[2] Svardal H, Salzburger W, Malinsky M (2021). Genetic variation and hybridization in evolutionary radiations of cichlid fishes. Annu. Rev. Anim. Biosci..

[3] Salzburger W (2018). Understanding explosive diversification through cichlid fish genomics. Nat. Rev. Genet..

[4] Gore AV (2018). An epigenetic mechanism for cavefish eye degeneration. Nat. Ecol. Evol..

[5] Kawakatsu T (2016). Epigenomic diversity in a global collection of *Arabidopsis thaliana* accessions. Cell.

[6] Miska EA, Ferguson-Smith AC (2016). Transgenerational inheritance: models and mechanisms of non-DNA sequence-based inheritance. Science.

[7] Cavalli G, Heard E (2019). Advances in epigenetics link genetics to the environment and disease. Nature.

[8] Cubas P, Vincent C, Coen E (1999). An epigenetic mutation responsible for natural variation in floral symmetry. Nature.

[9] Vernaz G (2021). Mapping epigenetic divergence in the massive radiation of Lake Malawi cichlid fishes. Nat. Commun..

[10] Franchini P (2019). MicroRNA gene regulation in extremely young and parallel adaptive radiations of crater lake cichlid fish. Mol. Biol. Evol..

[11] Skinner MK (2014). Epigenetics and the evolution of Darwin’s finches. Genome Biol. Evol..

[12] Ichikawa K (2017). Centromere evolution and CpG methylation during vertebrate speciation. Nat. Commun..

[13] Kratochwil CF, Meyer A (2015). Mapping active promoters by ChIP–seq profiling of H3K4me3 in cichlid fish—a first step to uncover *cis*-regulatory elements in ecological model teleosts. Mol. Ecol. Resour..

[14] Desvignes T, Sydes J, Montfort J, Bobe J, Postlethwait JH (2021). Evolution after whole-genome duplication: teleost microRNAs. Mol. Biol. Evol..

[15] Turner, G. F., Ngatunga, B. P. & Genner, M. J. The natural history of the satellite lakes of Lake Malawi. Preprint at *EcoEvoRxiv*10.32942/osf.io/sehdq (2019).

[16] Malinsky M (2015). Genomic islands of speciation separate cichlid ecomorphs in an East African crater lake. Science.

[17] Delalande, M. *Hydrologie et Géochimie Isotopique du Lac Masoko et de Lacs Volcaniques de la Province Active du Rungwe (Sud-Ouest Tanzanie)* (Université Paris Sud, 2008).

[18] Munby, H. et al. Differential use of multiple genetic sex determination systems in divergent ecomorphs of an African crater lake cichlid. Preprint at *bioRxiv*10.1101/2021.08.05.455235 (2021).

[19] Schübeler D (2015). Function and information content of DNA methylation. Nature.

[20] Deaton AM, Bird A (2011). CpG islands and the regulation of transcription. Genes Dev..

[21] Yin Y (2017). Impact of cytosine methylation on DNA binding specificities of human transcription factors. Science.

[22] Zhu H, Wang G, Qian J (2016). Transcription factors as readers and effectors of DNA methylation. Nat. Rev. Genet..

[23] El Taher A (2021). Gene expression dynamics during rapid organismal diversification in African cichlid fishes. Nat. Ecol. Evol..

[24] Rajkov J, El Taher A, Böhne A, Salzburger W, Egger B (2021). Gene expression remodelling and immune response during adaptive divergence in an African cichlid fish. Mol. Ecol..

[25] Zemach A, McDaniel IE, Silva P, Zilberman D (2010). Genome-wide evolutionary analysis of eukaryotic DNA methylation. Science.

[26] Tallack MR (2010). A global role for KLF1 in erythropoiesis revealed by ChIP–seq in primary erythroid cells. Genome Res..

[27] Li Y (2018). Role of tissue-specific promoter DNA methylation in regulating the human *EKLF* gene. Blood Cells Mol. Dis..

[28] Storz JF (2016). Gene duplication and evolutionary innovations in hemoglobin-oxygen transport. Physiology.

[29] Levings PP, Bungert J (2002). The human β-globin locus control region. A center of attraction. Eur. J. Biochem..

[30] Tallack MR, Perkins AC (2013). Three fingers on the switch: Krüppel-like factor 1 regulation of γ-globin to β-globin gene switching. Curr. Opin. Hematol..

[31] Mussolino C, Strouboulis J (2021). Recent approaches for manipulating globin gene expression in treating hemoglobinopathies. Front. Genome Ed..

[32] Fan, A. X., Hossain, M. A., Stees, J., Gavrilova, E. & Bungert, J. Regulation of erythroid cell differentiation by transcription factors, chromatin structure alterations, and noncoding RNA. *Epigenetic Gene Expr. Regul*. 237–264 (2015).

[33] Xu H (2014). Regulation of tissue LC-PUFA contents, Δ6 fatty acyl desaturase (FADS2) gene expression and the methylation of the putative FADS2 gene promoter by different dietary fatty acid profiles in Japanese seabass (*Lateolabrax japonicus*). PLoS ONE.

[34] Sales VM, Ferguson-Smith AC, Patti ME (2017). Epigenetic mechanisms of transmission of metabolic disease across generations. Cell Metab..

[35] Skvortsova K (2019). Retention of paternal DNA methylome in the developing zebrafish germline. Nat. Commun..

[36] Wang X, Bhandari RK (2019). DNA methylation dynamics during epigenetic reprogramming of medaka embryo. Epigenetics.

[37] Smith TA, Martin MD, Nguyen M, Mendelson TC (2016). Epigenetic divergence as a potential first step in darter speciation. Mol. Ecol..

[38] Hu, J. et al. Heritability of DNA methylation in threespine stickleback (Gasterosteus aculeatus). *Genetics***217**, iyab001 (2021).10.1093/genetics/iyab001PMC804568133683369

[39] Ryu T, Veilleux HD, Donelson JM, Munday PL, Ravasi T (2018). The epigenetic landscape of transgenerational acclimation to ocean warming. Nat. Clim. Change.

[40] Anastasiadi D, Díaz N, Piferrer F (2017). Small ocean temperature increases elicit stage-dependent changes in DNA methylation and gene expression in a fish, the European sea bass. Sci. Rep..

[41] Le Luyer J (2017). Parallel epigenetic modifications induced by hatchery rearing in a Pacific salmon. Proc. Natl Acad. Sci. USA.

[42] Heckwolf MJ (2020). Two different epigenetic information channels in wild three-spined sticklebacks are involved in salinity adaptation. Sci. Adv..

[43] Kelley JL (2021). Epigenetic inheritance of DNA methylation changes in fish living in hydrogen sulfide-rich springs. Proc. Natl Acad. Sci. USA.

[44] Skvortsova K, Iovino N, Bogdanović O (2018). Functions and mechanisms of epigenetic inheritance in animals. Nat. Rev. Mol. Cell Biol..

[45] O’Brien DM (2015). Stable isotope ratios as biomarkers of diet for health research. Annu. Rev. Nutr..

[46] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[47] Pimentel H, Bray NL, Puente S, Melsted P, Pachter L (2017). Differential analysis of RNA-seq incorporating quantification uncertainty. Nat. Methods.

[48] Krueger F, Andrews SR (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics.

[49] Lee HJ (2020). Regenerating zebrafish fin epigenome is characterized by stable lineage-specific DNA methylation and dynamic chromatin accessibility. Genome Biol..

[50] Wu H (2015). Detection of differentially methylated regions from whole-genome bisulfite sequencing data without replicates. Nucleic Acids Res..

[51] Feng H, Conneely KN, Wu H (2014). A Bayesian hierarchical model to detect differentially methylated loci from single nucleotide resolution sequencing data. Nucleic Acids Res..

[52] Bock C (2012). Analysing and interpreting DNA methylation data. Nat. Rev. Genet..

[53] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[54] Anastasiadi, D., Esteve-Codina, A. & Piferrer, F. Consistent inverse correlation between DNA methylation of the first intron and gene expression across tissues and species. *Epigenetics Chromatin***11**, 37 (2018).10.1186/s13072-018-0205-1PMC602572429958539

[55] Raudvere U (2019). g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res..

[56] Harris, R. S. *Improved Pairwise Alignment of Genomic DNA* (Pennsylvania State Univ., 2007).

How the deposited data were processed for this re-analysis (not part of the article)

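Liver RNA of 13 wild males (5 benthic, 4 littoral and 4 riverine) and RRBS libraries of 35 wild males (12 benthic, 12 littoral and 11 riverine) were analysed. Each column of both tables was assigned to a population and a fish from the labels and the supplementary tables, and 0 columns remained unassigned. WGBS data and data of common-garden fish were not used here.

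The authors trimmed the RNA-seq reads, cropped the reads of the 150 bp run to 100 bp, quantified transcripts with kallisto against the M. zebra annotation and deposited TPM for each transcript and fish, without normalization between libraries. The TPM of 51012 transcripts were summed to 29676 genes by symbol, and 21147 genes with a mean of at least 0.1 TPM were tested. Expression was analysed as log2(TPM + 0.1), since TPM do not allow a count model. Sequenced reads per fish were 32.9 ± 3.8 Mio (SD), between 27.5 and 39.2 Mio. Counts per gene are not in the table, so no counting interval is given for a gene. Linear models were fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend), with the 3 populations in a single fit and Benjamini–Hochberg adjustment within each comparison. A DEG had an adjusted p under 0.05, an absolute log2 fold change of at least 1.5 and at least 10 TPM in any fish. Each DEG was assigned to the population with the highest mean, and Wilson intervals were given for the shares. Similarity between livers was compared within and between populations by enumerating all arrangements of the population labels.

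The authors aligned the RRBS reads with Bismark and deposited the percent of methylated reads at each CG site found in all fish, without normalization. Read counts per site are not in the table, and the precision of a single value is therefore unknown. The PCA used centred and scaled values. The scores were compared by MANOVA and by differences of means, each with 100000 permutations. Sites were tested with limma on the percentages, and a site was counted with an adjusted p under 0.05 and a difference of at least 25 points. Tables were handled with data.table 1.17.8 in R and with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

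The comparisons, the tests, the alternatives and the rule for named genes were set before the data were examined. Named genes were the genes the paper names for expression, and Pomc, Smad4a and Tanc2, which it names for methylation, where they can be paired with an entry of the table by an identifier printed in a figure or by their symbol (10 genes), and the 3 DEGs with the largest absolute log2 fold change in each comparison among those whose fish do not overlap. The hemoglobin genes, Tal1, Fads2 and Prelid3b could not be paired and were left out. Named genes were also compared by exact two-sided permutation tests of mean log2 values, adjusted over the 30 tests of those 10 genes. For the similarity of livers and for relations among fewer than 10 fish, exact enumeration replaced the planned resampling after the values had been seen.

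A total of 8 gene lists (erythroid, sterol synthesis, PPAR, FOXO, leukocyte, pancreas, muscle and hepatocyte genes), written from general knowledge and matched by symbol, were tested with limma’s fry and with camera at a preset correlation of 0.01. Genes with only a LOC identifier cannot be matched by symbol, so each list is incomplete.

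The alternatives were other pseudocounts (0.01, 0.5 and 1), other filters on low values, the thresholds of the main text and of the Fig. 2 legend, median-of-ratios scaling, quantile normalization, the sequencing run as a covariate, fits of each pair of populations alone, other variants of the moderated test and leaving out each fish in turn. For RRBS they were PCA without scaling, subsets of sites or fish, depth as a covariate, a test on log ratios, other thresholds and windows of 100 bp. Testing transcripts in place of genes was added after the data had been seen.

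The expression procedure was tested on simulated data with the spreads of the real genes. In 6 draws, between 147 and 166 of 200 changed genes were called, 2 to 7 unchanged genes were called between the changed populations, and 0 to 1 between the unchanged populations. All changed genes were well expressed, and their changes exceeded the fold threshold for a DEG. The simulated livers held no difference between runs, no shift between libraries and no correlation between genes. The simulation therefore does not cover genes at low TPM or false calls from such differences. In a simulation of 20000 RRBS sites with 200 shifted sites, 96 were called and 0 unchanged sites were called. This was fewer than the 100 set as the criterion in advance, with a typical SD of 20.3 points between fish. Of 100 sites shifted by 40 points 58 were called, and of 100 shifted by 30 points 38. An ordinary test per site called 100 of the 200. The site counts are therefore incomplete for differences of this size.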

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

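In each population, the highest and the lowest fish were compared with the nearest fish for 58 sets of values, and 7 sets held a fish far from the others, where chance gives 2.9. The comparison of library sizes below was chosen after the result was seen. No biological explanation was tested. The design sets no condition that differs between fish of the same population, and the carbon isotope ratio of single fish was not used for this.

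Dpp4 was at 6.42 TPM in riverine fish G09D07 and at 15.9 to 16 TPM in the other riverine fish. On the log2 scale the gap to the nearest fish was 0.993 of the whole range, above the limit of 0.829 for 4 fish. With median-of-ratios scaling the gap was 0.534 of the range. The other riverine fish then spread from 3.918 to 4.615 on the log2 scale, and G09D07 stayed lowest at 3.12. The smaller gap therefore cannot decide whether the scaling of TPM between livers accounts for the low value.

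Lpin2 was at 37.3 TPM in riverine fish G09D04 and at 117 to 126 TPM in the other riverine fish, a gap of 0.939 of the range. Median-of-ratios scaling left it at 0.966, which argues against the scaling of TPM. The same fish had 21946 genes above 0 TPM, against 19921 to 20243 in the other riverine fish, a gap of 0.841 of the range. Its library of 34.0 Mio reads was not the largest of the riverine fish, which reached 39.2 Mio reads with fewer genes above 0 TPM, so library size is not the reason. RNA from other cells in this sample stays open and was not tested.

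In benthic fish G10G02, the mean score of the FOXO genes (0.732) lay above those of the other benthic fish (−0.068 to 0.132), a gap of 0.75 of the range. The score of the 3 muscle genes (1.511) lay above 0.251 to 0.378, a gap of 0.899 of the range. The limit for 5 fish is 0.71. With median-of-ratios scaling these gaps were 0.462 and 0.622, below that limit, so that the scaling of TPM between livers may account for both. The leukocyte score of G10G02 was 3.845, against −0.363 to 0.88 in the other benthic fish. With median-of-ratios scaling it was still 3.196, against −0.414 to 0.597. Its hepatocyte score was the lowest of the benthic fish, at −0.522 and, with that scaling, −1.177. RNA from other cells in this sample therefore stays open and was not tested. This fish also had the most genes at 5 TPM or more (7475), against 5236 to 6247 in the other benthic fish.

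Tanc2 was at 0.668 TPM in benthic fish G10G02 and at 0.0198 to 0.1 TPM in the other benthic fish (gap of 0.724 of the range). Pomc was at 0.273 TPM in littoral fish G10H04 and listed at 0 in the other 3 littoral fish (gap of 1.0 of the range). Both genes are near the lower limit of the table, where a few reads decide a value, and no explanation was tested.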

How the results depend on the processing

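Changing 1 choice at a time, the summary results kept their direction and side of the threshold, or stayed within 1.5 times of a count or within the spread of a value, in 357 recomputed values. They moved further in 84, reversed in 12, passed a threshold in 3 and fell short of it in 2. For named genes and the other gene lists, 1347 recomputed values were the same in this sense, 28 reversed, 122 fell short of a threshold and 29 passed it. No paired analysis was possible because the populations consist of different wild fish. A coverage minimum per RRBS site could not be varied because the table holds no read counts. Pomc gave a value only without a filter on low values, and Tanc2 gave none in settings where the filter removed it. Apart from settings that by construction test fewer genes or fish or use stricter thresholds, the cause of a change was not tested.

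With a pseudocount of 1 there were 94, 392 and 14 DEGs between riverine and littoral, riverine and benthic, and littoral and benthic fish, and 433 in any comparison, of which 33.7% were highest in riverine and 56.1% in benthic fish. Without a filter on low values there were 101 between riverine and littoral fish and 4 between littoral and benthic fish. A filter at a mean of 1 TPM gave 257 DEGs between riverine and littoral fish. The thresholds of the main text gave 31, 88 and 1, and 99 in any comparison, with shares of 47.5 and 42.4%. Fits of each pair alone gave 44 and 7 in the same comparisons and a riverine share of 32.6%, and the moderated test without a trend gave 100 and 24. Testing transcripts, chosen after seeing the data, gave 101 and 30. The sequencing run as a covariate gave 351 and 326 DEGs for the comparisons with riverine fish and 454 in any. The riverine and benthic shares were 63.5 and 30.7% with median-of-ratios scaling, 48.1 and 42.9% with quantile normalization, 72.9 and 17.8% with the run as a covariate and 30.5 and 69.5% from a tree of the means. The 30.5% joins a group of 160 DEGs (23%), lower in both lake populations, and a group of 52 (7.5%), lower mainly in littoral fish. The similarity of livers within populations and the number of genes below 5 TPM in benthic livers stayed on the same side or within 1.5 times in every setting tried.

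Across the 13 fits that each left out a fish, DEGs ranged from 59 to 257 between riverine and littoral fish, from 229 to 769 between riverine and benthic fish, from 1 to 68 between littoral and benthic fish and from 277 to 859 in any comparison. The riverine share ranged from 23.6 to 37.4% and the benthic share from 45.8 to 66.6%. DEGs between riverine and littoral fish changed by over 1.5 times without G08F07 (66), G09D04 (257), G09D07 (59), G09D10 (68), G10G05 (88), G10H05 (60), G10E03 (105) or G10E09 (100). Those between riverine and benthic fish did so without G08F07 (315), G09D07 (345), G09D10 (229), G10E09 (294) or G10G02 (335). Those between littoral and benthic fish did so without G08F07 (23), G10G05 (13), G10H04 (9), G10H05 (3), G10E09 (4), G10F07 (1) or G10G02 (2). The counts in any comparison did so without G08F07 (341), G09D07 (370), G09D10 (277), G10E09 (340) or G10G02 (404).

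Gene lists are given relative to the median of all genes. From riverine to littoral fish, the PPAR list reversed to 0.059 and the erythroid list to 0.011 with a pseudocount of 1. With the run as a covariate the erythroid list reversed to 0.31, the sterol list to 0.309 and the leukocyte list riverine vs littoral to −0.233. The FOXO list, at 0.033 between littoral and benthic fish, went to 0.0 with median-of-ratios scaling and to −0.027 with the run as a covariate. Median-of-ratios scaling took the FOXO list past the fry threshold from riverine to littoral (−0.193) and from riverine to benthic fish (−0.363). The muscle list riverine vs benthic reversed to −0.242 with a pseudocount of 1. Leaving out a fish, the ranges were −0.329 to 0.047 for PPAR, −0.258 to 0.054 for erythroid, −0.059 to 0.49 for leukocyte and −0.927 to 0.105 for muscle genes from riverine to littoral fish, −0.103 to 1.11 for muscle genes from riverine to benthic fish, and −0.027 to 0.142 for FOXO, −0.092 to 0.34 for erythroid and 2.631 to 3.81 for sterol genes from littoral to benthic fish. From riverine to littoral fish the direction changed without G09D10 for PPAR (0.047) and erythroid genes (0.045), without G10H04 for erythroid genes (0.054), without G10G05 for leukocyte genes (−0.059) and without G09D04 for muscle genes (0.105). In the muscle list riverine vs benthic it changed without G08F07 (−0.056) or G09D10 (−0.103). The FOXO list changed direction between littoral and benthic fish without G08H10 (−0.027), and the erythroid list littoral vs benthic without G10H04 (−0.048) or G10H05 (−0.092). The sterol list littoral vs benthic passed the fry test without G09D04 (2.957, adjusted p = 0.0257; range over the alternatives 0.0257 to 0.21).

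Among named genes, the run as a covariate reversed the log2 fold change from riverine to littoral fish of Eklf (0.86), Cyp51a1 (0.37) and Ces2 (1.07), and from riverine to benthic fish that of Miox (0.64), Ces2 (1.035), Smad4a (0.165) and Tanc2 (−0.44). Quantile normalization reversed Tanc2 (−0.031) and, from riverine to littoral fish, rfesd (−0.36). The latter also reversed with pseudocounts of 0.5 (−0.15) and 1 (−0.155) and with median-of-ratios scaling (−0.135). Leaving out a fish, rfesd ranged from −0.551 to 1.027 (reversed without G09D04 at −0.551, G09D10 at −0.372, G08H10 at −0.292 and G10H05 at −0.199). Smad4a ranged from −0.244 to 0.017 from riverine to benthic fish (reversed without G10G01 at 0.017). From littoral to benthic fish Tanc2 ranged from −0.469 to 0.09 (reversed without G10H04 at 0.058, G10E03 at 0.066 and G10F07 at 0.09) and LOC106675683 from −3.464 to 0.444 (reversed without G10G05 at 0.444). For LOC112431438, listed at 0 in all benthic fish and in all littoral fish but G10H04, the difference of mean log2(TPM + 0.1) ranged from −4.877 to 0.0 (at 0.0 without G10H04), which depends on the pseudocount and is not a fold.

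In the RRBS data, PC1 and PC2 carried 13.39 and 5.95% of the variance without scaling, 7.67 and 4.67% at sites spanning at least 20 points and 6.94 and 4.33% with 1 site per 1 kb window. PC1 carried 7.31% among fish with at least 6 Mio mapped reads and PC2 3.9% with depth regressed out. The difference between riverine and benthic fish on PC2 was no longer past its threshold at 25.7 among fish with at least 6 Mio mapped reads and 42.4 with depth regressed out. The MANOVA and the other 5 differences between pairs of populations stayed past theirs in the settings tried. An adjusted p under 0.01 left 3108 sites between riverine and benthic fish and 1163 between littoral and benthic fish. Windows of 100 bp, of which fewer are tested, gave 119, 658 and 403. Between littoral and benthic fish, 725 sites were called among fish with at least 6 Mio mapped reads, with fewer fish, and 1571 in a fit of that pair alone.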

Differences from the paper's values

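Between the littoral and benthic ecomorphs, 47 DEGs were found against the paper's 119. None of the alternatives set before the data were examined brought the count within 1.5 times of the paper's. All of them were variants of the limma fit on TPM. The paper used Wald tests in sleuth on kallisto estimates, which were not run here. Whether the method accounts for the difference was therefore not tested, here or for the named genes below. The highest counts were 68 without benthic fish G10G01, 65 with quantile normalization, 59 with a filter at a mean of 1 TPM and 57 in the 150 bp run alone, and the thresholds of the main text gave 1 DEG. Testing transcripts in place of genes, chosen after seeing the values, gave 30. The DEGs of any comparison numbered 696 with the thresholds of the Methods, less than 1.5 times the paper's 525, but 99 with those of the main text and 863 with those of the Fig. 2 legend, both over 1.5 times away.

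The paper states that Eklf gains expression in benthic fish compared to littoral fish. Its log2 fold change was 3.11 in that direction with an adjusted p of 0.0556, and Eklf was called only without benthic fish G10G01 (adjusted p = 0.0212; range over the alternatives 0.0212 to 0.188). EpoR (LOC101464440), which the paper states with it, was called (adjusted p = 0.0357).

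The paper states lower Miox expression in both Masoko ecomorphs than in riverine fish. The log2 fold change was −3.625 in littoral fish (adjusted p = 0.0537) and −2.16 in benthic fish (adjusted p = 0.0907), neither of them called. The gene (miox in the table) was called between riverine and littoral fish with a filter at a mean of 1 TPM (adjusted p = 0.0415) and without riverine fish G09D04 (0.0442), littoral fish G08H10 (0.0256) or benthic fish G10F07 (0.0399) or G10G01 (0.0326; range over the alternatives 0.0256 to 0.623). It was not called between riverine and benthic fish in any of 27 settings.

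The paper states that Dpp4 and Ces2 are downregulated in benthic livers. Dpp4 (LOC101483164) was called between riverine and benthic fish but not between littoral and benthic fish (log2 fold change −3.64, adjusted p = 0.0524). It was called there with a filter at a mean of 1 TPM (adjusted p = 0.0465), median-of-ratios scaling (0.0384), quantile normalization (0.0326), the run as a covariate (0.0477) and without littoral fish G08H10 (0.0466; range over the alternatives 0.0326 to 0.143). Ces2 was not called between riverine and benthic fish (log2 fold change −0.82, adjusted p = 0.141) in any of 27 settings, or between littoral and benthic fish (−0.50, adjusted p = 0.637) in any of 28.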

Other observations

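The tests of sequence variants at the largest differences between riverine and littoral fish, of depth on PC2 in littoral fish, of scaling on the share of DEGs highest in benthic fish and of the run on Ces2 were chosen after these results had been seen.

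The numbers of DEGs were compared with those of other splits of the same fish. Only the real split, 1 of the 35 splits of riverine and littoral fish, gave as many as 161 DEGs, and the highest other count was 19. For riverine and benthic fish 1 of 100 splits gave as many as 619 (highest other 63), for littoral and benthic fish 1 of 100 gave as many as 47 (highest other 32), and for the 3 populations together 1 of 100 gave as many as 696 (highest other 44). At RRBS sites, 1 of 100 splits gave as many sites as the real split in each comparison, with a highest other count of 175 for riverine and littoral fish, 1 for riverine and benthic fish and 2 for littoral and benthic fish.

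All riverine livers were sequenced in the 100 bp run and all benthic livers in the 150 bp run. Littoral fish G08H10, from the 100 bp run, lay at 0.30 of the way from the other littoral fish to the riverine fish at the DEGs called without it, and the other littoral fish, each placed the same way, lay at 0.05, 0.17 and 0.32. On the way from benthic to riverine fish it lay at 0.53, against 0.23, 0.42 and 0.49. With a single littoral fish in that run, the sequencing run cannot be told apart from the population for DEGs between riverine fish and either lake population, and a difference between populations stays open beside it. Between littoral and benthic fish, the run as the whole explanation is argued against by 57 DEGs in the 150 bp run alone, where 1 of 56 splits gave as many (highest other 25).

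Benthic fish held 60.3% of the DEGs with TPM as deposited but 30.7% with median-of-ratios scaling, which lowered the median log2 fold change of all genes from riverine to benthic fish from 0.616 to 0.133. The scaling of TPM between livers may therefore account for benthic fish holding most DEGs. Median-of-ratios scaling assumes that most genes are unchanged, which was not tested.

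The sterol genes had a median log2 fold change of 3.16 from littoral to benthic fish and 2.934 with median-of-ratios scaling, which argues against a few abundant genes as the explanation. The paper's explanations, diet and habitat, were not tested. For the erythroid genes, the median relative to all genes was 0.296 from littoral to benthic fish, and genes went both ways. The erythroid list littoral vs benthic reversed to −0.048 without littoral fish G10H04 and to −0.092 without littoral fish G10H05. Whether the benthic samples held more red blood cells cannot be told apart from higher expression of part of the list, because the hemoglobin genes, the most abundant transcripts of such cells, could not be paired with the table. Of the erythroid genes and the 2 named genes Eklf and EpoR, 12 were at 1 TPM or more in benthic livers.

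The other lists were written to describe the composition of the livers. The 17 leukocyte genes were all higher in benthic than in riverine fish (1.256 relative to all genes, fry adjusted p = 0.163) and than in littoral fish (1.193, fry adjusted p = 0.256, and 0.663 without benthic fish G10G02), and 16 of them were at 1 TPM or more in benthic livers. The 18 hepatocyte genes were lower in benthic than in riverine fish relative to all genes (−0.805, 6 of 18 higher, fry adjusted p = 0.317, camera adjusted p = 4.9e-05) and lower in littoral than in riverine fish (−0.576, fry adjusted p = 0.246, camera adjusted p = 0.00172), with −0.243 without littoral fish G10G05. The 4 pancreas genes were lower in benthic than in littoral fish (−2.445, fry adjusted p = 0.167) and the 3 muscle genes higher (1.022, fry adjusted p = 0.151, and 0.589 without littoral fish G10H05). The pancreas genes were also higher in littoral than in riverine fish (2.111, 4 of 4 higher, fry adjusted p = 0.246). Leaving out a fish, this value fell as low as 0.751. Their scores were 6.217 in littoral fish G10H04 and 2.601 in G10G05, against −0.42 and −0.618 in the other littoral fish. Both differences therefore rest largely on G10H04 and G10G05. At 1 TPM or more in benthic livers were 16 of the hepatocyte, 2 of the pancreas and 2 of the muscle genes, and of the pathway lists 45 of 57 FOXO, 27 of 30 PPAR and 20 of 21 sterol genes, the last with Cyp51a1, which the paper names. Camera also called the leukocyte list from riverine to benthic (adjusted p = 0.002) and from littoral to benthic fish (adjusted p = 0.000128) and the pancreas list from littoral to benthic fish (adjusted p = 0.00122). The sterol genes were lower in littoral than in riverine fish (median log2 fold change −1.348, 0 of 20 higher, camera adjusted p = 5.24e-09, fry adjusted p = 0.304), but the median was −0.66 with 4 of 20 higher without riverine fish G09D04, and 0.149 with 12 of 20 higher with the run as a covariate. The p of camera rests on a preset correlation of 0.01 between genes, and is too small where genes of a list vary together between fish. With TPM as deposited, fry called none of the 8 lists in any comparison. With median-of-ratios scaling it called the muscle list from riverine to littoral and from littoral to benthic fish (adjusted p = 0.0346 for each; range over the alternatives 0.0346 to 0.484 and 0.0346 to 0.21).

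Ces2 was lower in benthic than in riverine fish (log2 fold change −0.82), but differed by −0.039 between benthic and littoral fish of the 150 bp run. The only littoral fish of the 100 bp run was at 86.8 TPM. A difference between populations cannot be told apart from the sequencing run for Ces2, since a single fish of the lake carries the comparison of runs.

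Sequence variants that remove a CG would change single sites. Between riverine and benthic fish, the difference at the nearest site within 50 bp was a median of 0.899 of that at the site itself, and between littoral and benthic fish 0.93, which argues against variants as the whole explanation there. Between riverine and littoral fish it was 0.18. Among the 44 sites that differ by at least 75 points between riverine and littoral fish, the median was 0.019 (0.045 at 65 such sites between riverine and benthic fish), as it would be if variants at single CG sites were the source. At 50% of the nearest sites to these 44 sites the difference was under 5 points, against 75.4% of all sites, so some neighbours differed too. Variants were not genotyped here, and methylation of single sites stays open.

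With depth regressed out of each site, F for the separation on PC1 and PC2 (Wilks’ statistic) was 39.04, which argues against sequencing depth as the explanation for the separation of the 3 populations. Among the littoral fish, PC2 scores followed log10 mapped reads (r = −0.90), so depth may account for the wide spread of these fish on PC2. The share of reads that mapped followed PC1 in riverine fish (Spearman’s rho = −0.77) and PC2 in littoral (−0.71) and benthic fish (0.71). Each had a permutation adjusted p of 0.034 over 9 relations, but by Pearson’s r none passed (adjusted p = 0.083, 0.17 and 0.17). This share was not regressed out of the sites, so its part in the separation stays open.

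Mean methylation over all RRBS sites was 54.2% ± 0.59 in riverine fish (SD, n = 11), 55.36% ± 0.45 in littoral fish (n = 12) and 56.7% ± 0.53 in benthic fish (n = 12). It rose by 1.16 points from riverine to littoral fish and by 1.34 points from littoral to benthic fish (permutation tests, p = 1e-05 and 2e-05, adjusted p = 1.5e-05 and 2e-05, where 1e-05 is the smallest that 100000 permutations can give). Incomplete bisulphite conversion would raise sites that carry no methylation. Mitochondrial methylation differed by −0.054 points from littoral to benthic fish. It rose by 1.024 points from riverine to littoral fish (permutation test, adjusted p = 0.0021). The 49539 nuclear sites under 5% methylation differed by −0.011 points from riverine to littoral fish. They rose by 0.122 points from littoral to benthic fish (permutation test, p = 0.011). These 2 sets of sites disagree at each step, so they cannot decide whether conversion had a part. At the low nuclear sites both differences were far below the rises in the mean, which argues against conversion as the whole explanation. With the share of mapped reads as a covariate, the difference between riverine and benthic fish was 2.34 points (standard error 0.26), against 2.5 without it. A difference between populations stays open and was not tested against differences in cell composition or in preparation of the RRBS samples.

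Among the 13 fish with both kinds of data, no relation between differences in methylation and differences in expression was detected (Mantel r = 0.11 over all pairs of fish, one-sided permutation p = 0.29). Within populations r was −0.22 over 22 pairs (permutation p = 0.75), too few fish to decide. In 9 relations between the carbon isotope ratio of the fish, listed in the supplementary tables as a measure of diet, and PC1, PC2 or mean methylation within a population, the lowest adjusted p was 0.22. It belongs to PC1 in 9 riverine fish (Pearson’s r = 0.71, exact permutation p = 0.025; Spearman’s rho = 0.65, exact permutation p = 0.067, adjusted p = 0.6).

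The paper names Smad4a, Tanc2 and Pomc for methylation. In liver, Smad4a was at 1.63 ± 0.256 TPM in riverine fish, 2.28 ± 0.417 TPM in littoral fish and 1.52 ± 0.423 TPM in benthic fish (SD, n = 4, 4 and 5). Tanc2 was below 1 TPM in all fish and Pomc was listed at 0 in all fish but littoral fish G10H04. None of the 3 genes was a DEG in any comparison or setting tried.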
